# Identification and comparative analysis of drought-associated microRNAs in two cowpea genotypes

**DOI:** 10.1186/1471-2229-11-127

**Published:** 2011-09-17

**Authors:** Blanca E Barrera-Figueroa, Lei Gao, Ndeye N Diop, Zhigang Wu, Jeffrey D Ehlers, Philip A Roberts, Timothy J Close, Jian-Kang Zhu, Renyi Liu

## Abstract

**Background:**

Cowpea (*Vigna unguiculata*) is an important crop in arid and semi-arid regions and is a good model for studying drought tolerance. MicroRNAs (miRNAs) are known to play critical roles in plant stress responses, but drought-associated miRNAs have not been identified in cowpea. In addition, it is not understood how miRNAs might contribute to different capacities of drought tolerance in different cowpea genotypes.

**Results:**

We generated deep sequencing small RNA reads from two cowpea genotypes (CB46, drought-sensitive, and IT93K503-1, drought-tolerant) that grew under well-watered and drought stress conditions. We mapped small RNA reads to cowpea genomic sequences and identified 157 miRNA genes that belong to 89 families. Among 44 drought-associated miRNAs, 30 were upregulated in drought condition and 14 were downregulated. Although miRNA expression was in general consistent in two genotypes, we found that nine miRNAs were predominantly or exclusively expressed in one of the two genotypes and that 11 miRNAs were drought-regulated in only one genotype, but not the other.

**Conclusions:**

These results suggest that miRNAs may play important roles in drought tolerance in cowpea and may be a key factor in determining the level of drought tolerance in different cowpea genotypes.

## Background

Drought is one of the main abiotic factors that cause reduction or total loss of crop production. Because water is becoming limited for agriculture in many areas of the world, the investigation of natural mechanisms of drought tolerance is an important strategy for understanding the biological basis of response to drought stress and for selection of plants with improved drought tolerance [1,2]. Cowpea [*Vigna unguiculata *(L.) Walp.] is an economically important crop in semi-arid and arid tropical regions in Africa, Asia, and Central and South America, where cowpea is consumed as human food and nutritious fodder to livestock [3,4]. As a leguminous species, cowpea belongs to the same tribe (*Phaseoleae*) as common bean and soybean. Compared to these close relatives and most other crops, cowpea is well adapted to these regions because of its ability to fix nitrogen in poor soil and greater drought tolerance [4,5]. Therefore, cowpea is an excellent system for investigating the genetic basis of drought tolerance.

Efforts have been made to identify genetic elements that are involved in drought stress response in cowpea. For example, over a dozen genes have been shown to be associated with drought stress response through cloning and characterization of cDNAs [6-12]. In addition, ten drought tolerance quantitative trait loci (QTL) associated with tolerance in seedlings have been mapped in cowpea [13]. However, it is largely unknown how the expression of drought-associated cowpea genes or loci is regulated and how small RNAs are involved in the regulation.

MicroRNAs (miRNAs) are 20-24 nt single-stranded RNA molecules that are processed from RNA precursors that fold into stem-loop structures [14]. MiRNAs regulate gene expression of target mRNAs at the posttranscriptional level, which are recognized by nearly perfect base complementarity. Upon miRNA-target recognition, typically the target is negatively regulated via mRNA cleavage or translational repression [15]. Functional analyses have demonstrated that miRNAs are involved in a variety of developmental processes in plants [16]. In addition, miRNAs play critical roles in plant resistance to various abiotic and biotic stresses [17-19]. In particular, several approaches have been employed to study miRNAs that are involved in drought stress tolerance in plants. In one of the pioneering studies on stress-responsive miRNAs, Sunkar and Zhu [20] used small RNA cloning techniques to identify 26 novel miRNAs, among which miR393, miR397b, and miR402 were upregulated by dehydration and miR389a downregulated. Another miRNA family, miR169, was found to be downregulated by drought stress in an ABA-dependent pathway. The repression of miR169 leads to higher expression of its target gene NFYA5, which in turn enhances the drought resistance of the plant [21]. Many more miRNAs that are up- or down-regulated in drought condition were discovered by global miRNA expression profiling experiments with either microarray hybridization or small RNA deep sequencing [22-25].

Although numerous miRNAs have been identified in many plant species, including leguminous plants *Medicago truncatula *[26,27], soybean [28], and common bean [29], only two sequences have been reported for cowpea in the miRBase registry. Recently, 47 potential miRNAs belonging to 13 miRNA families were predicted in cowpea [30]. In another study, 18 conserved miRNAs belonging to 16 families were identified [31]. Both studies used a homology search approach to identify cowpea miRNAs that are conserved in other plants. In this study, we used Illumina deep sequencing technology to generate small RNA reads and used these reads to identify miRNAs in cowpea, especially cowpea-specific miRNAs and those associated with drought tolerance. To our knowledge, this is the first report of miRNAs identified through direct small RNA cloning in cowpea.

Despite inherent drought tolerance, cowpea varieties display significantly different levels of drought tolerance [32-34]. The study and comparison of plant genotypes differing in sensitivity to drought is a promising approach to discover natural tolerance mechanisms [35]. In order to gain insight into the role of miRNAs in tolerance to drought, we used two representative cowpea genotypes: California Blackeye No. 46 (CB46) and IT93K503-1. The drought-sensitive CB46 is the most widely grown blackeye-type cultivar in the United States and was developed at the University of California, Davis [36]. IT93K503-1 is a drought-tolerant breeding line developed by the International Institute of Tropical Agriculture (IITA) in Ibadan, Nigeria. We grew these two genotypes in well-watered and drought stress conditions and used leaves from the vegetative stage to construct four small RNA libraries. Using small RNA reads from these libraries, we identified 157 candidate miRNAs. Comparison of the expression pattern of miRNAs among libraries indicates that some miRNAs display different levels of expression in different genotypes, and thus may be a key factor to their different levels of drought tolerance.

## Results

### Identification of miRNAs in cowpea

In order to study the role of miRNAs in drought tolerance, we grew cowpea plants (CB46 and IT93K503-1) in green house under well-watered and drought stress conditions. Drought stress was applied to 30-day-old plants. After 10 to 15 days of moderate drought stress (*ψ_w _*= -1.5 MPa), the two genotypes showed apparent differences in drought tolerance. While IT93K503-1 plants continued to grow relatively well, CB46 plants displayed severe drought stress symptoms such as chlorotic leaves (Figure 1).

**Figure 1:**
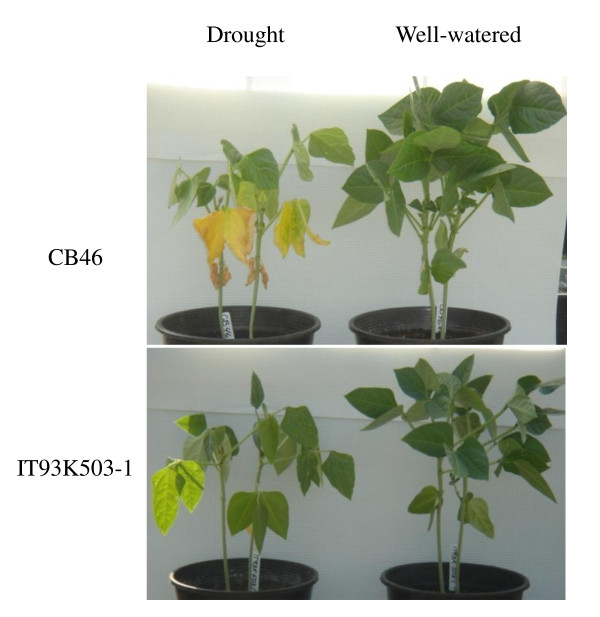
**Different drought tolerance of two cowpea genotypes**. After treated with moderate drought stress (*ψ_w _*= -1.5 MPa), IT93K503-1 plants continued to grow relatively well, but CB46 plants showed apparent symptoms of drought stress (chlorotic leaves).

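Leaf small RNA was sequenced in 4 libraries, 1 for each combination of genotype and water regime. IT93K503-1 is the drought-tolerant genotype and CB46 the sensitive one. Control plants were sampled at a leaf water potential of -0.5 MPa and stressed plants at -1.5 MPa. RNA of 3 replicates was pooled for each library. There was therefore no replicate library, and no error between plants can be given for any value. For each library the authors deposited every distinct read after adaptor trimming and the number of times it was read, without normalization. The counts summed to 6731837 clean reads in the IT93K503-1 control library, 6933628 in the IT93K503-1 drought library, 7270266 in the CB46 control library and 6478673 in the CB46 drought library, a mean of 6853601. Reads of 20 to 24 nt made up between 96.1% and 96.8% of the reads of a library. The lists also held reads of 17 nt, between 1985 and 3047 per library. Under drought the share of 24-nt reads went from 63.1% to 43.2% of the clean reads in IT93K503-1 and from 46.9% to 37.6% in CB46. The share of 21-nt reads went from 7.82% to 21.2% in IT93K503-1 and from 10.7% to 23.9% in CB46.

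**Figure D1:**
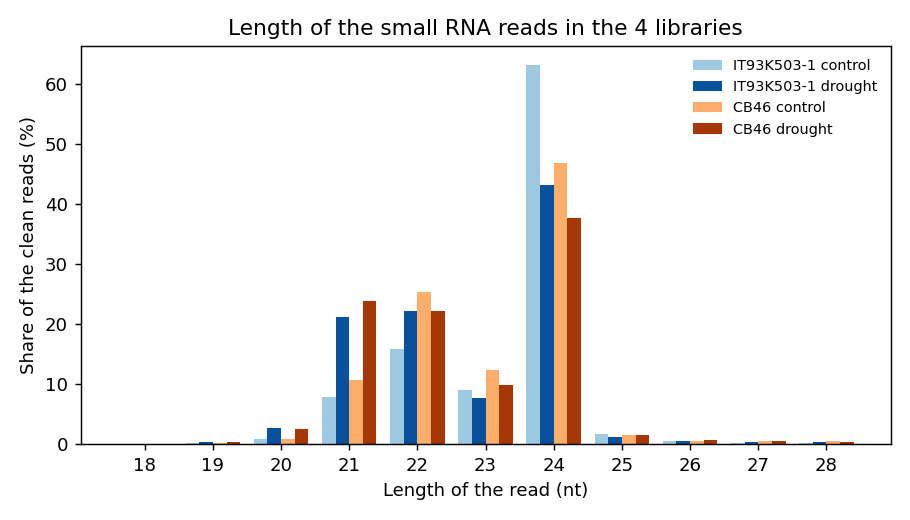
Length of the reads (nt, horizontal axis) against their share of the clean reads (%, vertical axis) in the 4 libraries, 1 bar per library and length. The bars at 21 nt are higher, and those at 24 nt lower, in the drought library than in the control library of each genotype.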

We constructed four small RNA libraries (2 genotypes × 2 growth conditions) and obtained on average 6.9 million (range: 6.5 - 7.3 million) clean small RNA reads from each library (deep-sequencing data have been deposited into the NCBI/GEO database with accession number GSE26402). The average number of unique reads per library is 4.3 million (range: 3.9 - 4.6 million). 

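The number of distinct reads was 4614883 in the IT93K503-1 control library, 4196554 in the IT93K503-1 drought library, 4378846 in the CB46 control library and 3934940 in the CB46 drought library, a mean of 4281306. Between 89.2% and 90.3% of the distinct reads in a library were read a single time.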

Using the procedure and criteria described in the materials and methods section, we mapped unique small RNA reads to a cowpea EST assembly, BAC end sequences and methylation filtration sequences, GSS sequences in dbGSS, and a draft cowpea genome assembly, and predicted 14, 78, 6, and 125 miRNA precursors, respectively. These four sets of putative miRNA precursors were then compared with each other to remove redundancy, and we obtained 157 candidate miRNA genes (for detailed information, see Additional file 1). 

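The copy of Additional file 1 analysed here listed 153 precursors. The reads of the 4 libraries were matched to both strands of each precursor without mismatches, and 4 of the limits in the study's prediction procedure were applied, those on free energy, strand, cleavage and copies of the anchor read. The limits on mismatches between miRNA and miRNA* and on asymmetrical bulges were not applied. A free energy of -35 kcal/mol or lower, computed with RNAfold in place of UNAFold, was found for 147 precursors. At least 80% of the reads lay on the sense strand for 153 precursors. At least 75% of the reads lay in the mature or star region, with 2 nt added at each end, for 143. At least 10 copies of a mature read were present for 153. These 4 limits were met by 137 precursors, and reads in the star region were seen on 96. With the reads of the IT93K503-1 libraries alone 117 precursors met the 4 limits, and with the reads of the CB46 libraries alone 109 did.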

Based on similarity of mature miRNA sequences, these miRNA genes were clustered into 89 families. 

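In the copy of Additional file 1 analysed here, the 153 miRNA genes belonged to 86 families. Of these, 93 genes in 27 families were listed with a match in miRBase, and 60 genes in 59 families without one. The genes gave 118 unique mature miRNAs. A count of at least 10 in a single library was reached by 95 of them, and 24 had no read in at least 1 library.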

Whereas 27 families (93 miRNAs) have match to miRNAs from other plants in the miRBase (release 16) [37], 62 families (64 miRNAs) appear to be cowpea-specific. Using a cowpea EST assembly, we have also identified putative target protein-coding genes for 112 (71%) miRNAs.

### Genotype-specific expression of miRNAs

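The counts of a mature miRNA were those of the reads identical to its listed sequence, scaled to all clean reads of the library and given in transcripts per 10000000 clean reads (TPTM). Together the 118 mature miRNAs made up 2.80% of the clean reads in the IT93K503-1 control library, 5.38% in the IT93K503-1 drought library, 4.90% in the CB46 control library and 7.85% in the CB46 drought library. In the CB46 control library the most abundant one was miR167a, with 165228 TPTM, against 132035 TPTM for miR159. In the others it was miR159, with 109517 TPTM in the IT93K503-1 control library (95% Wilson interval 108734 to 110306) and 544113 TPTM in the CB46 drought library (542369 to 545862). A count of 3, taken as the floor, corresponded to between 4.13 and 4.63 TPTM. Intervals and floors cover counting error only, since reads of amplified libraries are not independent molecules. Of 472 TPTM values compared with the copy of Additional file 1, 2 differed by more than rounding. These were vun_cand005 in the IT93K503-1 control library, 0 TPTM against the paper's 1.5, and vun_cand050 in the CB46 control library, 31.6 TPTM against the paper's 33. Both were singled out after their values were seen.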

Because small RNA libraries were sequenced to great depth, counts of mature miRNAs can be used to evaluate their relative expression levels in different genotypes and growth conditions. 

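A combined expression of at least 50 TPTM over the 4 libraries was reached by 84 of the 118 mature miRNAs. Their TPTM values, with 1 added before the log2, were centred for each miRNA and not scaled.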

We first applied Principal Component Analysis (PCA) to the log2 normalized counts (transcripts per ten million, TPTM) of 91 unique mature miRNAs that had combined expression of at least 50 TPTM in four libraries. 

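PC1 held 63.7% of the variance of the 84 miRNAs and PC2 29.2%, which sum to 92.9%. When the miRNAs were resampled 1000 times, the share of PC1 lay between 49.9% and 76.3% in 95% of the resamples. The share moved most with the value added before the log2. It was 70.3% with 0.1 added and 54.7% with 10 added.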

As shown in Figure 2, the first two components account for over 93% of variation in the data set, with the first component accounting for 63%. The first component (PC1) separates two samples of one genotype from two samples of the other genotype, indicating genotype is the main factor that determines miRNA expression levels. Indeed, nine miRNAs account for 75% of variation in PC1 and they show clear genotype-specific expressions (Table 1, for predicted hairpin structures and mapping of small RNA reads to precursors, see Additional files 2 and 3). 

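The PC1 scores were -11.04 for the IT93K503-1 control library, -7.80 for the IT93K503-1 drought library, 8.61 for the CB46 control library and 10.23 for the CB46 drought library. The PC2 scores were 5.36 and 7.39 for the control libraries of IT93K503-1 and CB46, and -6.99 and -5.76 for their drought libraries. With 10 TPTM added before the log2, the PC1 scores of the libraries in the same order were -8.65, -3.41, 4.02 and 8.05. With 1 library per condition, the spread between plants could not be set against the distance between genotypes.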

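The squared PC1 loadings of the 9 miRNAs in Table 1 summed to 76.2% of PC1, and these 9 had the largest loadings of all 84. The largest single shares were those of vun_cand058, 23.5% of PC1, and vun_cand048, 18.2%.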

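The exact mature sequence of vun_cand058 was read 634 times in the IT93K503-1 control library and 1072 times in the IT93K503-1 drought library, against 2 and 0 times in the CB46 libraries. Set against the floor of 3 counts, its TPTM were at least 228-fold higher in IT93K503-1 in control and at least 334-fold higher under drought. For vun_cand048 the fold was at least 181 in control and at least 56.7 under drought. The other miRNAs had fewer counts. In control, IT93K503-1 exceeded CB46 at least 14.4-fold for vun_cand036, at least 10.4-fold for vun_cand053, at least 8.28-fold for vun_cand052, at least 7.20-fold for vun_cand055 and 3.78-fold for vun_cand045. Under drought the folds of these miRNAs, in the same order, were at least 4.98, 1.25, 11.8, 8.72 and 17.1. In the reverse direction vun_cand054 was 25.9-fold higher in CB46 in control and 5.29-fold higher under drought. The fold of vun_cand014 in control was at least 12.7, and under drought it was at or under the floor in both genotypes. A miRNA was counted as genotype-specific when the control and the drought comparison of the genotypes both had a Bonferroni adjusted p under 0.01 in the Audic-Claverie test and a ratio over 2 in the same direction. This held for 7 of the 9, and for 13 of all 118 mature miRNAs. The drought comparison of vun_cand053 and of vun_cand014 had an adjusted p of 1. The test compares libraries, not plants. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 2 of the 118 were genotype-specific.

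**Figure D2:**
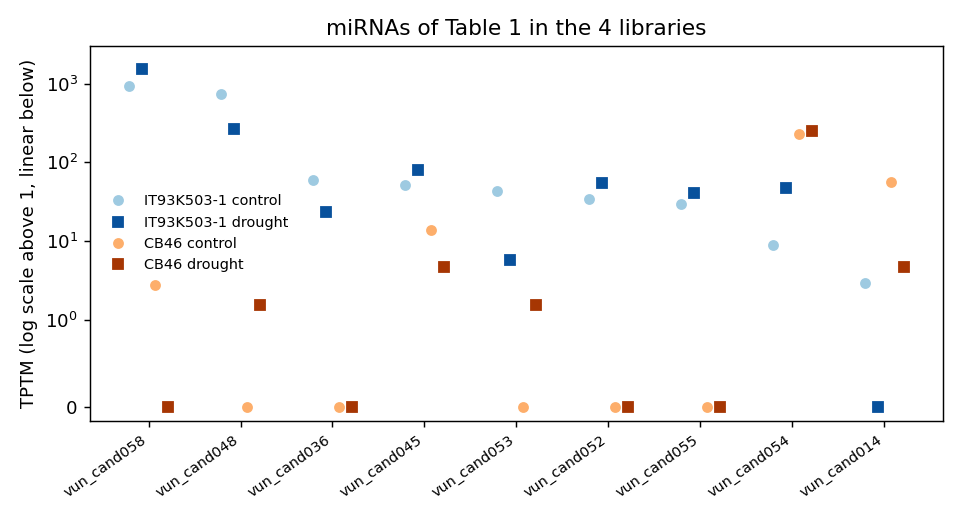
TPTM of the 9 miRNAs of Table 1 (vertical axis, log scale above 1 and linear below) in the 4 libraries, 1 point per library. For vun_cand058 the IT93K503-1 points lie at 942 and 1546 TPTM and the CB46 points at 2.75 and 0 TPTM.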

Whereas two miRNAs (vun_cand014 and vun_cand054) are predominantly expressed in CB46, the other seven miRNAs are exclusively or predominantly expressed in IT93K503-1 plants. The expression pattern of IT93K503-1 specific miRNA, vun_cand058, was confirmed with northern blot assay (Figure 3b).

**Figure 2:**
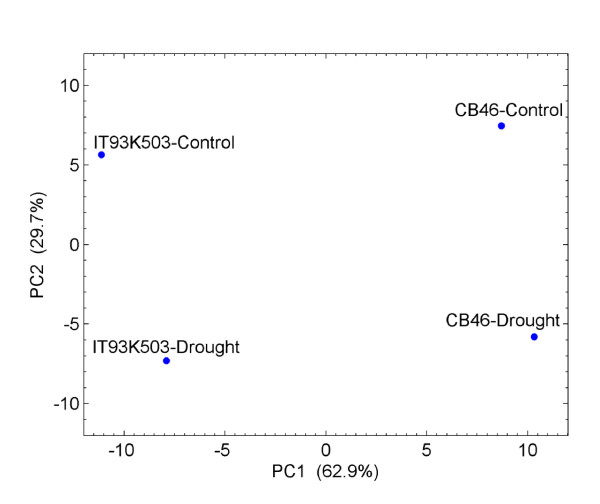
**Principal component analysis (PCA) of log2 miRNA normalized counts of two cowpea genotypes in two growth conditions**.

**Table 1:** MiRNAs that showed genotype-specific expression

		Normalized Expression Level (TPTM)*				
			
Family	Mature miRNA	IT93K503-Control	IT93K503-Drought	CB46-Control	CB46- Drought	Putative Target
vun_cand058	UUAAGCAGAAUGAUCAAAUUG	942	1546	3	0	hydroxyproline-rich glycoprotein
vun_cand048	UGGUCUCUAAACUUUAGAAAUGAA	746	263	0	2	
vun_cand036	UCAGAGGAAACAACACUUGUAC	59	23	0	0	
vun_cand045	CGUGCUGAGAAAGUUGCUUCU	52	79	14	5	VTC2 (vitamin c defective 2)
vun_cand053	GUAAUUGAGUUAAAAGGACUAUAU	43	6	0	2	cellulose synthase/transferase
vun_cand052	CGAGAGCCACUCGCCUAAGCGA	34	55	0	0	
vun_cand055	CCACUGUAGUAGCUCUCGCUCA	30	40	0	0	
vun_cand054	AGCAAGUUGAGGAUGGAGCUU	9	48	231	252	CKA1 (casein kinase alpha 1)
vun_cand014	UUCGGGAGUGAGAGCCAGUGA	3	0	56	5	UBP18 (ubiquitin-specific protease 18)

*TPTM: transcripts per ten million

**Figure 3:**
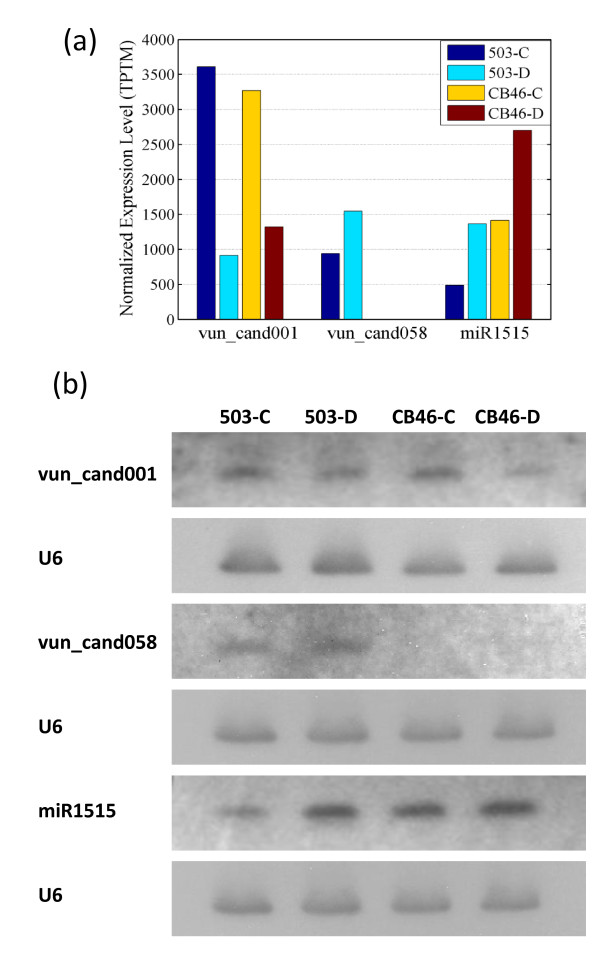
**Expression of selected miRNAs in two cowpea genotypes under two growth conditions**. Vun_cand001 and vun_cand058 are two cowpea-specific miRNAs, and miR1515 is a conserved miRNA that is also found in other plants. A. Expression level based on normalized miRNA counts (transcripts per ten million, TPTM). B. Northern blots with mature miRNAs. U6 snRNA was used to show equal loading of total RNA in all lanes.

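From the counts analysed here, vun_cand001 had 3610 TPTM in the IT93K503-1 control library (95% Wilson interval 3469 to 3756) and 916 TPTM in the drought library (847 to 990). In CB46 it had 3271 TPTM in control (3142 to 3405) and 1321 TPTM under drought (1236 to 1413). The TPTM of miR1515 went from 489 (439 to 544) to 1366 (1282 to 1456) in IT93K503-1, and from 1415 (1331 to 1505) to 2700 (2576 to 2829) in CB46. The interval of vun_cand058 was 871 to 1018 TPTM in the IT93K503-1 control library and 1456 to 1641 TPTM in the drought library. In CB46 it was 0.754 to 10.0 TPTM in control and 0 to 5.93 TPTM under drought, where the count was 0.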

Because perfect matches were required when small RNA reads were mapped to cowpea sequences for miRNA prediction, genotype-specific expression of miRNAs could be caused by inter-genotype single nucleotide polymorphisms (SNPs) in mature miRNAs. To address this possibility, we re-mapped clean small RNA reads from each library to the precursors of nine miRNAs in Table 1, allowing up to one mismatch. 

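Reads of the length of each mature miRNA of Table 1 were counted again with up to 1 mismatch. With these reads the CB46 count of vun_cand058 was 2 in control and 1 under drought, against 713 and 1202 in IT93K503-1. The CB46 counts of vun_cand048 were 2 and 2, against 614 and 219. Over the 7 miRNAs with more reads in IT93K503-1, the largest CB46 count with up to 1 mismatch was 11, for vun_cand045. In IT93K503-1 vun_cand054 had 7 and 41 such reads, against 182 and 179 in CB46, and vun_cand014 had 2 and 0, against 49 and 3. Sense reads anywhere on the precursor, with up to 1 mismatch, were also counted. For vun_cand036 these numbered 74 in control and 27 under drought in IT93K503-1, against 24 and 26 in CB46. For vun_cand053 they numbered 371 and 186, against 165 and 141. For vun_cand058 they numbered 1229 and 2217, against 11 and 25. With up to 2 mismatches, vun_cand058 had 796 and 1353 reads in IT93K503-1 and 125 and 146 in CB46.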

The normalized counts of these mature miRNAs were essentially unchanged (data not shown). Therefore, genotype-specific expression of these miRNAs was genuine and was not an artifact of the reads mapping process.

### Drought-associated miRNAs

To identify drought-associated miRNAs, we tested for differential expression of miRNAs in drought-stressed and corresponding control samples in each genotype using the statistical method developed by Audic and Claverie [38]. We used the following criteria to identify drought-associated miRNAs: (1) adjusted p-value was less than 0.01 in at least one of the two comparisons; (2) normalized counts (TPTM) was at least 100 in one of the four libraries; (3) log2 ratio of normalized counts between drought and control libraries was greater than 1 or less than -1 in one of the two genotypes. 

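For each of the 118 mature miRNAs, the Audic-Claverie test was applied to the exact counts of the drought and the control library of a genotype, with Bonferroni adjustment over the 118. The test compares 2 libraries and holds no spread between plants. The adjusted p was under 0.01 for 49 miRNAs in IT93K503-1 and for 45 in CB46, and for 34 in both. A ratio against a library without reads was not counted as a change, a choice made after seeing the data. In data simulated with counting error alone, the 3 criteria recovered 40 of 40 simulated 4-fold changes and gave a mean of 0.005 calls among 118 unchanged miRNAs. When a coefficient of variation of 0.4 between pools was simulated without any change, they gave a mean of 22.1 calls.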

For differential expression analysis, we considered only unique mature miRNAs as they are the active form of the miRNA and in some cases, identical mature miRNA can be generated from two or more homologous miRNA genes. 

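The 3 criteria were met by 46 unique mature miRNAs of 31 families, among them the 44 of Additional file 4. The other 2 were vun_cand037 and vun_cand054, both with a change over 2-fold in IT93K503-1 alone, and vun_cand037 is named because of this result. The number of calls moved most with the test. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 1 miRNA, miR160b, was called. That test recovered no more than 6 of 40 changes of simulated data. In edgeR's quasi-likelihood test of drought over the 4 libraries with genotype as a block, 13 miRNAs met the criteria, all among the 46. Its p-values had Benjamini-Hochberg adjustment.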

We found 44 drought-associated unique mature miRNAs that belong to 28 families (Additional file 4). The direction of statistically significant change was the same in both genotypes for all 44 miRNAs, indicating that miRNA gene expression in IT93K503-1 and CB46 had similar overall response to drought stress. 

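Of the 46 drought-associated miRNAs found here, 30 had an adjusted p under 0.01 in both genotypes, and all 30 changed in the same direction in both. The log2 ratios had opposite signs in the genotypes for 4 others, miR171e, miR171d, miR393 and vun_cand033. In each of these the change was significant in 1 genotype only. Across the 45 miRNAs with reads in every library compared, Spearman's rho between the log2 ratios of the genotypes was 0.590. Across 77 miRNAs with reads in all 4 libraries and at least 50 combined TPTM it was 0.673. These correlations are across miRNAs, which are not independent replicates. Outside the drought-associated miRNAs, a mature miR167 of sequence UGAAGCUGCCAGCAUGAUCUUA had an adjusted p under 0.01 in both genotypes with opposite signs. Its log2 ratios, scaled to all clean reads, were 0.27 in IT93K503-1 and -0.31 in CB46. The 22-nt reads, its length class, had log2 ratios of 0.47 and -0.19, so relative to them it fell in both genotypes. TMM and DESeq2's size factors lower the ratios of both genotypes, and with either it fell in both as well. This miR167 was singled out after its values were seen.

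**Figure D3:**
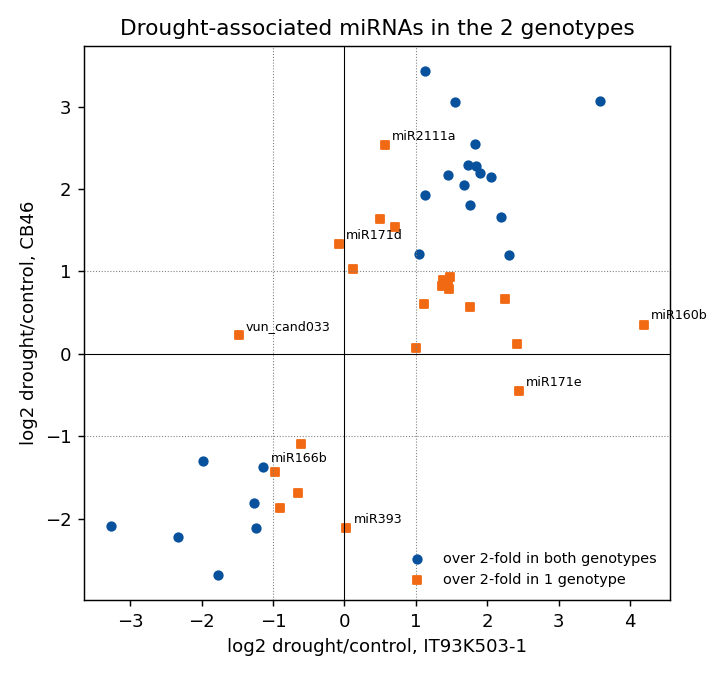
Log2 ratio of drought over control TPTM in IT93K503-1 (horizontal axis) and in CB46 (vertical axis) for the drought-associated miRNAs with reads in every library, 1 point per miRNA. Circles mark a change over 2-fold in both genotypes, squares in 1 genotype, and dotted lines lie at log2 ratios of -1 and 1. The points of miR171e, miR171d, miR393 and vun_cand033 lie in quadrants of opposite sign.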

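Normalized by all clean reads, 32 of the 46 drought-associated miRNAs rose under drought and 14 fell. The median log2 ratio of 77 miRNAs with reads in all 4 libraries was 0.75 in IT93K503-1 and 0.56 in CB46, and the log2 ratios given from TPTM hold this shift. It changed with the scaling. With edgeR's TMM factors the medians were 0.30 and -0.16, with DESeq2's size factors 0.07 and 0.29, and with normalization by the clean reads of the same length -0.40 and -0.37. The split of rises and falls moved with it. It was 20 rises and 19 falls with TMM, 20 and 17 with DESeq2's size factors, and 12 and 23 with the reads of the same length, where 2 miRNAs rose in 1 genotype and fell in the other and count in both.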

Whereas thirty of 44 miRNAs were upregulated in the drought-stressed condition, fourteen were downregulated in one or both genotypes.

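A change over 2-fold in both genotypes was found for 22 of the drought-associated miRNAs, of 17 families. The largest rises by the mean of both log2 ratios in Additional file 4 were those of miR395a, with log2 ratios of 3.58 in IT93K503-1 and 3.06 in CB46, miR319c, with 1.54 and 3.05, and miR395b, with 1.13 and 3.43. The largest falls were those of miR396a, with -3.27 and -2.09, and vun_cand057, with -2.33 and -2.22. On the miR396a hairpin, reads of the opposite arm rose, with log2 ratios of 0.64 in IT93K503-1 and 1.54 in CB46. For miR319c and miR395b the change in IT93K503-1 did not pass the adjusted threshold (adjusted p = 0.403 and adjusted p = 1), and for miR828 that in CB46 did not (adjusted p = 0.0404). The control count of miR395a in IT93K503-1 was 3, at the floor. With the reads of the same length, miR395b in IT93K503-1 changed sign, to -0.31.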

Among 44 drought-associated miRNAs, the expression of 22 miRNAs (17 families) in drought condition changed at least two-fold compared to the control in both genotypes (Additional file 4). Some of these miRNA families have been found to be associated with drought stress in previous studies, including miR156 and miR166 [39], miR159 [40], miR167 [24], miR169 [22], miR171 [25,41], miR395 [40], miR396 [24,39], and miR482 [29]. Most of the predicted targets encode transcription factors (Additional file 4). 

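The log2 ratios of miR162 were 1.73 in IT93K503-1 and 2.29 in CB46, those of miR403 1.84 and 2.28, and those of miR319a 2.19 and 1.66. For miR828 they were 1.13 and 1.92, from 11.0 TPTM in the CB46 control library. The level of miR164 fell, with log2 ratios of -1.27 and -1.81. Of the cowpea-specific miRNAs, vun_cand001 fell by 1.98 on the log2 scale in IT93K503-1 and by 1.31 in CB46. The log2 ratios of vun_cand041 were 1.76 and 1.81. Those of vun_cand010 were 1.04 and 1.21, and with the reads of the same length that of IT93K503-1 changed sign, to -0.40.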

Other miRNA families, miR162, miR164, miR319, miR403, miR828, and four cowpea-specific miRNA (vun_cand001, vun_cand010, vun_cand041, and vun_cand057) were found to be associated with drought stress for the first time (northern blot confirmation of vun_cand001 was shown in Figure 3b).

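A change over 2-fold in IT93K503-1 alone was found for 14 drought-associated miRNAs, and in CB46 alone for 10. The first number depended on the scaling more than the second. It was 9 with TMM, 9 with DESeq2's size factors and 3 with the reads of the same length.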

We also found that 12 miRNAs showed at least two-fold change only in IT93K503-1 (Table 2), and 10 only in CB46 (Table 3). Although statistical tests indicated that some of these miRNAs (e.g. miR1515 which was validated by northern blot as shown in Figure 3b) were up- or down-regulated under drought stress in both genotypes without having two-fold change, 11 miRNAs were clearly regulated in only one genotype. 

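The adjusted p of miR1515 was 7.9e-64 in IT93K503-1 and 5.6e-61 in CB46, with log2 ratios of 1.48 and 0.93. Of the miRNAs with a change over 2-fold in 1 genotype, 13 had no adjusted p under 0.01 in the other genotype, 8 with a change in IT93K503-1 and 5 with one in CB46. These include the 11 named in the paper, vun_cand037 and vun_cand054. A pass in 1 genotype and a fail in the other does not test the difference. A likelihood ratio test of the genotype by treatment term in a Poisson model of the 4 counts, with Bonferroni adjustment, passed at 0.01 for 9 of the 13.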

Whereas miR160a, miR160b, miR171e, vun_cand015, vun_cand033, and vun_cand048 were significantly regulated by drought stress in IT93K503-1 plants only, miR171b, miR171d, miR2111b, miR390b, and miR393 were regulated only in CB46.

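In the same test of the genotype by treatment term, 8 of these 11 miRNAs had an adjusted p under 0.01. The others were miR171d, with an adjusted p of 0.0432, and miR390b and vun_cand048, each with an adjusted p of 1. The CB46 libraries held 0 and 1 reads of vun_cand048, so a change there was not detectable at this depth. The log2 ratio of miR393 was 0.03 in IT93K503-1 and -2.12 in CB46 (adjusted p of the difference 1.5e-34), and that of miR171e was 2.44 and -0.45 (3.1e-07). For vun_cand033 it was -1.48 and 0.23 (3.4e-07), where the CB46 value was -0.49 with TMM and -0.04 with DESeq2's size factors. The log2 ratio of miR171b in IT93K503-1 was 0.12, and -0.32 with TMM. The number of the 11 that were regulated in 1 genotype alone was 5 with TMM, 7 with DESeq2's size factors and 3 with the reads of the same length. The test covers counting error only.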

**Table 2:** MiRNAs that displayed at least two fold change under drought stress only in IT93K503-1

	Normalized Expression Level (TPTM)*								
miRNA ID	503-C	503-D	CB46-C	CB46-D	Log2(503-D/503-C)	Log2(CB46-D/CB46-C)	Adjusted p-value (503-D vs. 503-C)	Adjusted p-value (CB46-D vs. CB46-C)	Putative target
miR1515	489	1366	1415	2700	1.48	0.93	5e-63	4e-60	
miR160a	437	877	1048	1102	1.01	0.07	3e-21	1	ARF10
miR160b	13	244	139	178	4.18	0.35	9e-36	1	ARF10
miR167b	1649	4488	7539	13930	1.44	0.89	2e-201	1e-288	ARF8
miR171e	25	137	59	43	2.44	-0.45	4e-11	1	
miR319b	1019	2638	685	1215	1.37	0.83	5e-109	2e-21	transferase family protein
miR390a	2141	7242	3586	5308	1.76	0.57	0	3e-49	leucine-rich repeat transmembrane protein kinase
vun_cand009	582	1519	1025	1903	1.38	0.89	4e-63	4e-39	
vun_cand015	62	297	61	96	2.25	0.66	2e-23	1	RPL6A
vun_cand020	4462	12349	6115	10535	1.47	0.78	0	6e-177	pentatricopeptide repeat-containing protein
vun_cand033	478	172	96	113	-1.48	0.23	0	1	
vun_cand048	746	263	0	2	-1.51	N/A	0	1	

*TPTM: transcripts per ten million; 503-D and 503-C: IT93K503-1 under drought and control condition, respectively; CB46-D and CB46-C: CB46 under drought and control condition, respectively.

**Table 3:** MiRNAs that displayed at least two fold change under drought stress only in CB46

	Normalized Expression Level (TPTM)*								
					
miRNA ID	503-C	503-D	CB46-C	CB46-D	Log2(503-D/503-C)	Log2(CB46-D/CB46-C)	Adjusted p-value (503-D vs. 503-C)	Adjusted p-value (CB46-D vs. CB46-C)	Putative target
miR166a	7796	12734	7334	21341	0.71	1.54	4e-177	0	REV
miR171b	406	441	195	397	0.12	1.02	1	3e-09	mRNA guanylyltransferase
miR171d	58	55	85	215	-0.08	1.33	1	2e-07	
miR2111a	458	678	191	1105	0.57	2.53	5e-05	1e-106	kelch repeat-containing F-box protein
miR2111b	241	340	107	333	0.50	1.64	0.48	4e-17	kelch repeat-containing F-box protein
miR390b	52	33	110	34	-0.65	-1.69	1	8e-05	serine/threonine protein kinase
miR393	392	400	1120	258	0.03	-2.12	1	0	AFB3; AFB2
miR396b	4517	2958	5165	2411	-0.61	-1.10	0	0	growth-regulating factor 3
miR482	19518	10487	49339	13487	-0.90	-1.87	0	0	ARA12; serine-type endopeptidase
vun_cand030	848	431	531	196	-0.98	-1.44	0	0	zinc finger family protein

*TPTM: transcripts per ten million; 503-D and 503-C: IT93K503-1 under drought and control condition, respectively; CB46-D and CB46-C: CB46 under drought and control condition, respectively.

## Discussion

Regulation of gene expression through sequence-specific interaction between miRNAs and their target mRNAs offers an accurate and inheritable mechanism for plants to respond to environment stimuli [18]. Due to water limitations, drought is a major stress that limits the geographic distribution and yield of many crops. Therefore, extensive effort has been made for discovering genetic elements and mechanisms of drought tolerance, including the discovery of drought-associated miRNAs. As an important drought-tolerant crop in semi-arid and arid areas, cowpea offers a good system for the study of drought tolerance. Here we used deep sequencing of small RNA libraries from two cowpea genotypes and identified 157 miRNAs. By comparing the expression level of miRNAs in drought-stressed sample to control sample, we also identified 30 miRNAs that were upregulated in drought condition and 14 downregulated. This list of drought-associated miRNAs includes miRNA families that were known to be associated with drought in other plant species, indicating that they are involved in conserved drought response pathways. Some miRNA families, including some cowpea-specific miRNAs, were found to be associated with drought for the first time, suggesting that they may be involved in lineage- or species-specific stress response pathways and functions.

We predicted target genes for 32 out of 44 drought-associated miRNAs. The predicted target mRNAs encode proteins of diverse function, most of them being transcription factors (Additional file 4). For most of the conserved miRNAs, it is expected that their targets are also conserved. For example, our results showed that miR156 was upregulated in response to drought in cowpea. 

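The 3 mature miR156 of Additional file 4 rose in both genotypes. The log2 ratio of miR156a was 1.83 in IT93K503-1 and 2.54 in CB46, that of miR156b 2.30 and 1.20, and that of miR156c 1.45 and 2.16. Every one of them was positive with TMM, with DESeq2's size factors and with the reads of the same length, where the lowest was 0.01, for miR156c in IT93K503-1. Relative to other reads of the same length, first base and GC content, a comparison chosen after seeing the data, miR156a in IT93K503-1 had -0.08 and miR156b in CB46 -0.20.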

MiR156 has been known to be responsive to abiotic stresses and targets SPB transcription factors in Arabidopsis, maize, rice and wheat [24,39,41-43]. This miRNA is also involved in the regulation of development during vegetative phase change [42], indicating that reprogramming of development is a crucial step in plants to cope with drought stress. Another miRNA, miR169, was downregulated in both cowpea genotypes. 

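The TPTM of miR169 went from 315 to 92.3 in IT93K503-1 and from 358 to 55.6 in CB46, log2 ratios of -1.77 (adjusted p = 8.9e-19) and -2.69 (adjusted p = 8.8e-36). With TMM the log2 ratios were -2.22 and -3.40, and with the reads of the same length -3.21 and -3.84.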

In Arabidopsis, miR169 was downregulated and its target, a Nuclear Factor Y transcription factor NFYA5, was induced by drought stress [21]. MiR169 most likely functions in a similar way in cowpea to enhance drought tolerance by inducing the expression of NFYA5 orthologs.

The cowpea genotypes studied in this work have different abilities of drought tolerance. Because the two genotypes are highly similar to each other in their genetic composition, their phenotypic variations such as drought tolerance are most likely caused by changes in regulatory processes, rather than changes in proteins [44]. Due to their different geographical origins, the two genotypes are adapted to the particular environmental conditions in their natural habitats. It is thus expected to find constitutive differences, which could be related to metabolism, use of energetic resources, mobilization of biomass, structure of radical system, wax deposition in leaves, membrane stability or density of stomata, among other characteristics. We found that nine miRNAs were predominantly or exclusively expressed in only one genotype, regardless of the treatments. On the other hand, 11 miRNAs were found to be differentially expressed under drought stress in one genotype, but not the other. Changes in miRNA expression are expected to cause changes in the expression of target genes between the two genotypes.

Among miRNAs that had genotype-specific regulation, miR160a and miR160b were upregulated in response to drought in the tolerant, but not in the sensitive cultivar (Table 2). 

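The TPTM of miR160a went from 437 to 877 in IT93K503-1, a log2 ratio of 1.01, and from 1048 to 1102 in CB46, a log2 ratio of 0.07. For miR160b they went from 13.4 to 244 in IT93K503-1, a log2 ratio of 4.19, and from 139 to 178 in CB46, a log2 ratio of 0.35. The adjusted p of the difference between the genotypes was 1.2e-11 for miR160a and 2.8e-18 for miR160b. Except for miR160b in IT93K503-1, whose log2 ratio was lowest, 2.75, with the reads of the same length, the directions depended on the scaling. The CB46 log2 ratio was -0.64 for miR160a and -0.36 for miR160b with TMM, and with the reads of the same length that of miR160a in IT93K503-1 was -0.43.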

Their putative targets are members of the family of Auxin Response Factors (ARFs). ARFs are key elements in regulation of physiological and morphological mechanisms mediated by auxins that may contribute to stress adaptation [45]. Moreover, negative regulation of ARF10 by miR160 was demonstrated to be critical during seed germination in *Arabidopsis thaliana *through the crosstalk between auxin and ABA-dependent pathways [46]. On the other hand, two members of the miR2111 family were upregulated by drought in the sensitive, but not in the tolerant cultivar (Table 3). 

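The TPTM of miR2111a went from 191 to 1105 in CB46, a log2 ratio of 2.53, and from 458 to 678 in IT93K503-1, a log2 ratio of 0.57 with an adjusted p of 7.3e-06. For miR2111b they went from 107 to 333 in CB46, a log2 ratio of 1.64, and from 241 to 340 in IT93K503-1, a log2 ratio of 0.50 with an adjusted p of 0.0738. The adjusted p of the difference between the genotypes was 8.9e-31 for miR2111a and 1.9e-04 for miR2111b. In IT93K503-1 the log2 ratios were -0.11 and -0.18 with DESeq2's size factors, and -0.87 and -0.94 with the reads of the same length. They stayed positive with TMM, 0.12 and 0.05, and with up to 1 mismatch, 0.72 and 0.64. Summed over reads with ends within 2 nt of the mature ends, they were 1.00 and 0.75. From miR160, miR2111 and what is known of their putative targets, the paper proposes that regulation in 1 genotype alone might partly explain differences in drought tolerance.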

Their putative targets are Kelch repeat-containing F-box proteins that belong to a large family with members known to be involved in response to biotic and abiotic stresses [47]. Furthermore, F-box proteins containing Kelch repeats have been found to be responsive to drought in chickpea, a close relative of cowpea [48]. This suggests that genotype-specific regulation of miRNAs might be part of the reason why some cowpea genotypes have stronger drought tolerance than others.

Among the new miRNA candidates that were identified in this study, ten were regulated by drought stress and target genes were predicted for five of them. For instance, vun_cand030 was downregulated by drought and putatively targets a zinc finger protein. 

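The TPTM of vun_cand030, a 24-nt miRNA, went from 848 to 431 in IT93K503-1 and from 531 to 196 in CB46. The log2 ratios were -0.98 (adjusted p = 2.8e-20) and -1.44 (adjusted p = 2.5e-23). They were -0.43 and -1.12 with the reads of the same length.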

Zinc finger proteins are known to be involved in a variety of functions in development and stress response [49]. Moreover, vun_cand015 was upregulated by drought in the tolerant cultivar and putatively targets a basic-helix-loop-helix (bHLH) transcription factor. These proteins have roles in response to abiotic stresses, such as iron deficiency [50], freezing, and salt stress [51]. This suggests these new miRNAs may be indeed an integral component of drought response in cowpea.

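The TPTM of vun_cand015 went from 62.4 to 297 in IT93K503-1, a log2 ratio of 2.25 (adjusted p = 2.9e-24), and from 60.5 to 95.7 in CB46, a log2 ratio of 0.66 (adjusted p = 1). The adjusted p of the difference between the genotypes was 0.00252. Scaled to the reads of the same length, the log2 ratios were 0.81 and -0.50.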

For many miRNAs there were more than one target predicted. The possibility of a miRNA to have multiple targets is commonly observed. To confirm these predicted targets, we need to perform detailed analysis of cleavage of mRNA targets at the miRNA recognition site by experimental approaches, such as RACE and degradome analysis [52-54]. Once we validate the targets of drought-associated miRNAs, we will be in a better position to link the expression changes of miRNAs and their targets to differences of drought tolerance in cowpea.

Because we do not have the complete cowpea genome sequence, some miRNA genes were not identified, even though they had significant expression in our small RNA libraries. To find out how many miRNA families have been missed, we mapped unique small RNA reads to plant miRNA precursors in the miRBase, allowing up to 2 mismatches. 

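Reads identical to the sequences of Additional file 5 were counted. The read UUGCCGAUUCCACCCAUUCCUA of miR2118 had 7377 TPTM in the IT93K503-1 control library, 7704 in the IT93K503-1 drought library, 14220 in the CB46 control library and 15628 in the CB46 drought library. Its log2 ratio was 0.06 in IT93K503-1 and 0.14 in CB46. With normalization by the reads of the same length the IT93K503-1 value was -0.41.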

Although we did not miss a large number of miRNAs, we did find that miR2118, miR2911, and miR529 had significant expression in our libraries (Additional file 5). 

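The TPTM of miR2911, read CGGUGGACUGCUCGAGCUGCU, went from 443 to 1400 in CB46, a log2 ratio of 1.66 (adjusted p = 4.4e-80). In IT93K503-1 they went from 331 to 205, a log2 ratio of -0.69 (adjusted p = 1.8e-05). The Audic-Claverie p-values were adjusted over the 3 miRNAs of Additional file 5. The miR529 sequence UUGACAGAAGAGAGAGAGCAC was identical to the mature miR156c of Additional file 4 and had the same counts.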

The latter two were also induced by drought stress. MiR529 was identified as drought-associated miRNA in rice [25]. However, contrary to the pattern that we found in cowpea, it was downregulated under drought stress in rice. It is not clear whether it was caused by different sampling time or tissue, or species-specific stress response mechanisms.

Like protein coding genes, many miRNA families possess more than one miRNA gene and miRNA genes from the same family may have either identical or similar but different mature miRNA sequences. During evolutionary process, homologous miRNA genes may functionally diverge from each other. In the set of miRNAs that we identified in cowpea, members from miR166 and miR167 families showed clear evidence for functional diversification. 

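The log2 ratio of miR166a was 0.71 in IT93K503-1 and 1.54 in CB46, and that of miR166b was -1.14 and -1.38. With the reads of the same length, miR166a in IT93K503-1 changed sign, to -0.73. On a hairpin listed for miR166a, the most abundant read of the opposite arm was GGAAUGUUGUCUGGCUCGAGG, the mature sequence listed for miR166b. Listed precursors held the miR166a sequence in 8 cases and the miR166b sequence in 5. On each precursor listed for miR166b the most abundant read was the miR166a sequence, with 33235 copies against 8882 of miR166b. Opposite changes of these 2 sequences therefore need not come from different genes. The log2 ratio of miR167b was 1.44 in IT93K503-1 and 0.89 in CB46, and that of miR167a was -1.24 and -2.11. For miR167b the same scaling gave 0.01 in IT93K503-1 and -0.27 in CB46. The mature miR167b has 21 nt and miR167a 22 nt.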

While one member miRNA gene (miR166a, miR167b) was induced by drought stress, another miRNA from the same family (miR166b, miR167a) was significantly downregulated (Additional file 4).

## Conclusions

Using deep sequencing technology, we identified 157 miRNAs in cowpea, including 44 miRNAs that are drought-associated. By comparing mature miRNA counts in different genotypes and growth conditions, we found 9 miRNAs that were almost exclusively expressed in only one genotype and 11 miRNAs that were regulated by drought stress in one genotype, but not the other. Our study demonstrated that deep sequencing of small RNAs is a cost-effective way for miRNA discovery and expression analysis. Compared to the homology search method, deep sequencing allowed the detection of species-specific miRNAs and digital expression analysis. Our findings demonstrate that expression patterns of some miRNAs may be very different even between two genotypes of the same species. Further characterization of the targets of drought-associated miRNAs will help understand the details of response and tolerance to drought in cowpea.

## Methods

### Plant materials

CB46 and IT93K503-1 plants were grown in a greenhouse at the University of California Riverside campus in Spring 2009. The temperature was 35°C during the day and 18°C at night with no artificial control of day length. Four seeds were germinated in 2 gallon-pots filled with steam-sterilized UC Riverside soil mix UCMIX-3 and thinned to two plants per pot two weeks after planting. Three replicate pots per treatment were arranged in a completely randomized block design. When plants were 30 days old, corresponding to late vegetative stage, deficit irrigation treatments were applied by withholding watering on the stressed pots while controlled pots were water daily to soil capacity. Third leaf water potential was monitored using a pressure chamber (Cornallis, PMS instruments, USA) [55] as the indicator of the stress level. Fresh leaves (second from apex) of three replicates were sampled and frozen in liquid nitrogen from control plants (well watered, *ψ_w _*= -0.5 MPa) and moderately stressed plants (*ψ_w _*= -1.5 MPa) for RNA extraction.

### Small RNA library construction and sequencing

Total RNA was extracted with the TRIzol reagent (Invitrogen) according to the manufacturer's instructions. Small RNA libraries were constructed from cowpea leaves using the procedure used by Sunkar and Zhu [20] with minor modifications [56]. Briefly, for each treatment/genotype group, equal amount of total RNA was pooled from three replicates to generate ~700 μg of RNA. Pooled total RNA was resolved in a 15% denaturing polyacrylamide gel and the 20-30 nt small RNA fraction was extracted and eluted. A preadenylated adaptor (linker 1, IDT) was ligated to the 3' end of small RNAs with the use of T4 RNA ligase. Ligation products were then gel purified and subsequently ligated to an RNA adaptor at the 5'end. After ligation and purification, the products were used as template for RT-PCR. After synthesis and purification, the PCR products were quantified and sequenced using an Illumina Genome Analyzer.

### miRNA identification

Only small RNA reads that passed the Illumina quality control and contained clear adaptor sequences were considered good reads for further processing. After adaptor sequence was trimmed, clean small RNA reads of 18nt or more were combined into unique sequences. Reads that match known plant repeats, rRNAs, tRNAs, snRNAs, and snoRNAs were removed. Unique small RNA reads were mapped to four genomic sequence resources with SOAP2 [57]: cowpea EST assembly available in HarvEST:Cowpea [58] (http://harvest.ucr.edu, version 1.17, 18,745 sequences, but we excluded those appear to be protein-coding genes), a combination of 260,642 cowpea gene-space random shotgun sequences [59] and 30,527 BAC end sequences (obtained from M.-C. Luo, UC Davis, http://phymap.ucdavis.edu:8080/cowpea), 54,123 cowpea Genome Survey Sequences (GSS) from dbGSS of GenBank http://www.ncbi.nlm.nih.gov/dbGSS/, and a draft cowpea genome assembly from 63× coverage Illumina pair-ended reads (296,868 contigs with total length of ~186 MB, available at http://www.harvest-blast.org). Perfect match was required.

We used the updated annotation criteria for plant miRNAs [60] and built an in-house pipeline for miRNA prediction. Unique reads with a redundancy of at least 10 copies are used as anchor sequences. With one end anchored at 10 bp from the mapped position, DNA segments of 100 - 300 bp that cover each anchor sequence were sampled with 20 bp as step size. Secondary structure of each segment was predicted with UNAFold [61]. We then examined the structures and only those met the following criteria were considered genuine miRNA candidates: (1) free energy is lower than or equal to -35 kcal/mol; (2) number of mismatches between putative miRNA and miRNA* is 4 or less; (3) number of asymmetrical bulges in the stem region is not greater than 1 and the size of each asymmetrical bulge is 2 or less; (4) strand bias - small RNA reads that map to the positive strand of the hairpin DNA segment account for at least 80% of all mapped reads; (5) precise cleavage - reads that map to the miRNA and miRNA* regions (defined as miRNA or miRNA* plus 2nt on 5' and 3' ends) account for at least 75% of all reads that map to the precursor. If two or more candidate hairpins were predicted from the same region, we compared these hairpins and chose a hairpin that has highest putative mature miRNA expression, lowest free energy, or shortest length.

In order to classify miRNAs into families, all predicted mature miRNAs were compared with themselves using the ssearch35 program in the FASTA package (version 3.5) [62]. Using a single-linkage algorithm, mature miRNAs with up to two mismatches were included in same clusters. Mature miRNAs were then compared with the mature miRNAs in the miRBase (Release 16) [37] using ssearch35. If a member in a cowpea miRNA cluster had a match (allowing up to two mismatches) in the miRBase, the family number of the known miRNA was assigned to the cluster, otherwise the cluster was annotated as a new family.

### miRNA Target prediction

Mature miRNA sequences were used as query to search the cowpea EST assembly for potential target sites using miRanda [63]. The alignments between miRNAs and potential targets were extracted from the miRanda output and scored using a position-dependent, mispair penalty system [64-66]. Briefly, miRNA-target duplexes were divided into two regions: a core region that includes positions 2-13 from the 5' end of the miRNA, and a general region that contains other positions. In the general region, a penalty score of 1 was given to a mismatch or a single-nucleotide bulge or gap, and 0.5 to a G:U pair. Scores were doubled in the core region. A match was considered positive if the alignment between miRNA and target meets two conditions: (1) the penalty score is 4 or less; (2) total number of bulges and gaps is less than 2.

### Principal component analysis

Counts of each mature miRNA were first normalized to transcripts per ten million (TPTM) according to the total number of clean small RNA reads in each of the four libraries. MiRNAs with combined expression of at least 50 TPTM were chosen for principal component analysis (PCA). We used the log2 values of miRNA normalized counts to build an expression matrix and used the princomp function in MATLAB (MathWorks Inc., Natick, MA) for PCA.

### Statistical test for differential expression of miRNAs

Because deep sequencing of small RNAs provides a random sampling of mature miRNAs in the original small RNA pools, counts of miRNAs can be modeled by a Poisson distribution. We applied an established method [38,67] to calculate the p-value for differential expression of miRNAs between a drought-stressed sample and a control sample. The first step was to calculate a conditional probability using the formula:

$$p\left(y|x\right)={\left(\frac{N_{2}}{N_{1}}\right)}^{y}\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}$$

Where *N_1 _*is total number of clean reads in the control library, *N_2 _*is total number of clean reads in the drought-stressed library, *x *is number of a mature miRNA in the control library, and *y *is number of the same mature miRNA in the drought-stressed library. A two-tailed p-value for differential expression was then calculated as *p *= 2*q*, where q was the accumulated probability:

$$q=\overset{y^{\prime }\leq y}{\underset{y^{\prime }=0}{\sum }}p\left(y^{\prime }|x\right)$$

Due to the *x*↔*y *symmetry of *p*(*y|x*), if *q *was greater than 0.5, p-value could be calculated as *p *= 2*(1-*q*). Bonferroni method was used to adjust p-values for multiple comparisons.

### Northern blot analysis

~40 μg of total RNA were resolved in 15% denaturing polyacrylamide gels and transferred to neutral nylon membranes (Hybond NX). The RNA was transferred and fixed to the membranes by chemical cross-linking [68] and then hybridized to probes complementary to mature miRNA sequences at 38°C, overnight. After hybridization, the blots were washed twice, 5 minutes each at 38°C with washing solution (2X SSC, 0.1% SDS) and exposed to X-ray film to reveal the signals. Results obtained in Northern blot assays were verified in three replicated samples.

## Authors' contributions

BEB-F, J-KZ, TJC and RL conceived the study. BEB-F, ZW, NND, JDE, and PAR carried out the experiments. BEB-F, LG, J-KZ, and RL analyzed the data, LG contributed new analysis tools, RL, BEB-F, TJC, and J-KZ wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **MiRNAs that were identified in cowpea**. Detailed information of the predicted cowpea miRNAs and their targets. Click here for file

Additional file 2 **Predicted hairpin structures of nine genotype-specific miRNAs**. Predicted structures of nine genotype-specific miRNAs with mature miRNAs marked in green. Click here for file

Additional file 3 **Mapping of small RNA reads from four libraries to the precursors of nine genotype-specific miRNAs**. Each figure shows the precursor sequence, predicted hairpin structure, and how each unique read was mapped to the precursor. Click here for file

Additional file 4 **Drought-associated miRNAs in cowpea**. Detailed information of drought-associated miRNAs and their targets. Click here for file

Additional file 5 **Other conserved miRNAs that were expressed in cowpea**. Three conserved miRNAs and their expression values in two cowpea genotypes under two growth conditions. Click here for file

# Supplementary material for: Identification and comparative analysis of drought-associated microRNAs in two cowpea genotypes
**Source:** BMC Plant Biol. 2011 Sep 17;11:127. doi: 10.1186/1471-2229-11-127

### **Predicted hairpin structures of nine genotype-specific miRNAs**

Free energy and miRNA family name are on the bottom of each structure. Nucleotides that constitute mature RNAs are drawn in green.

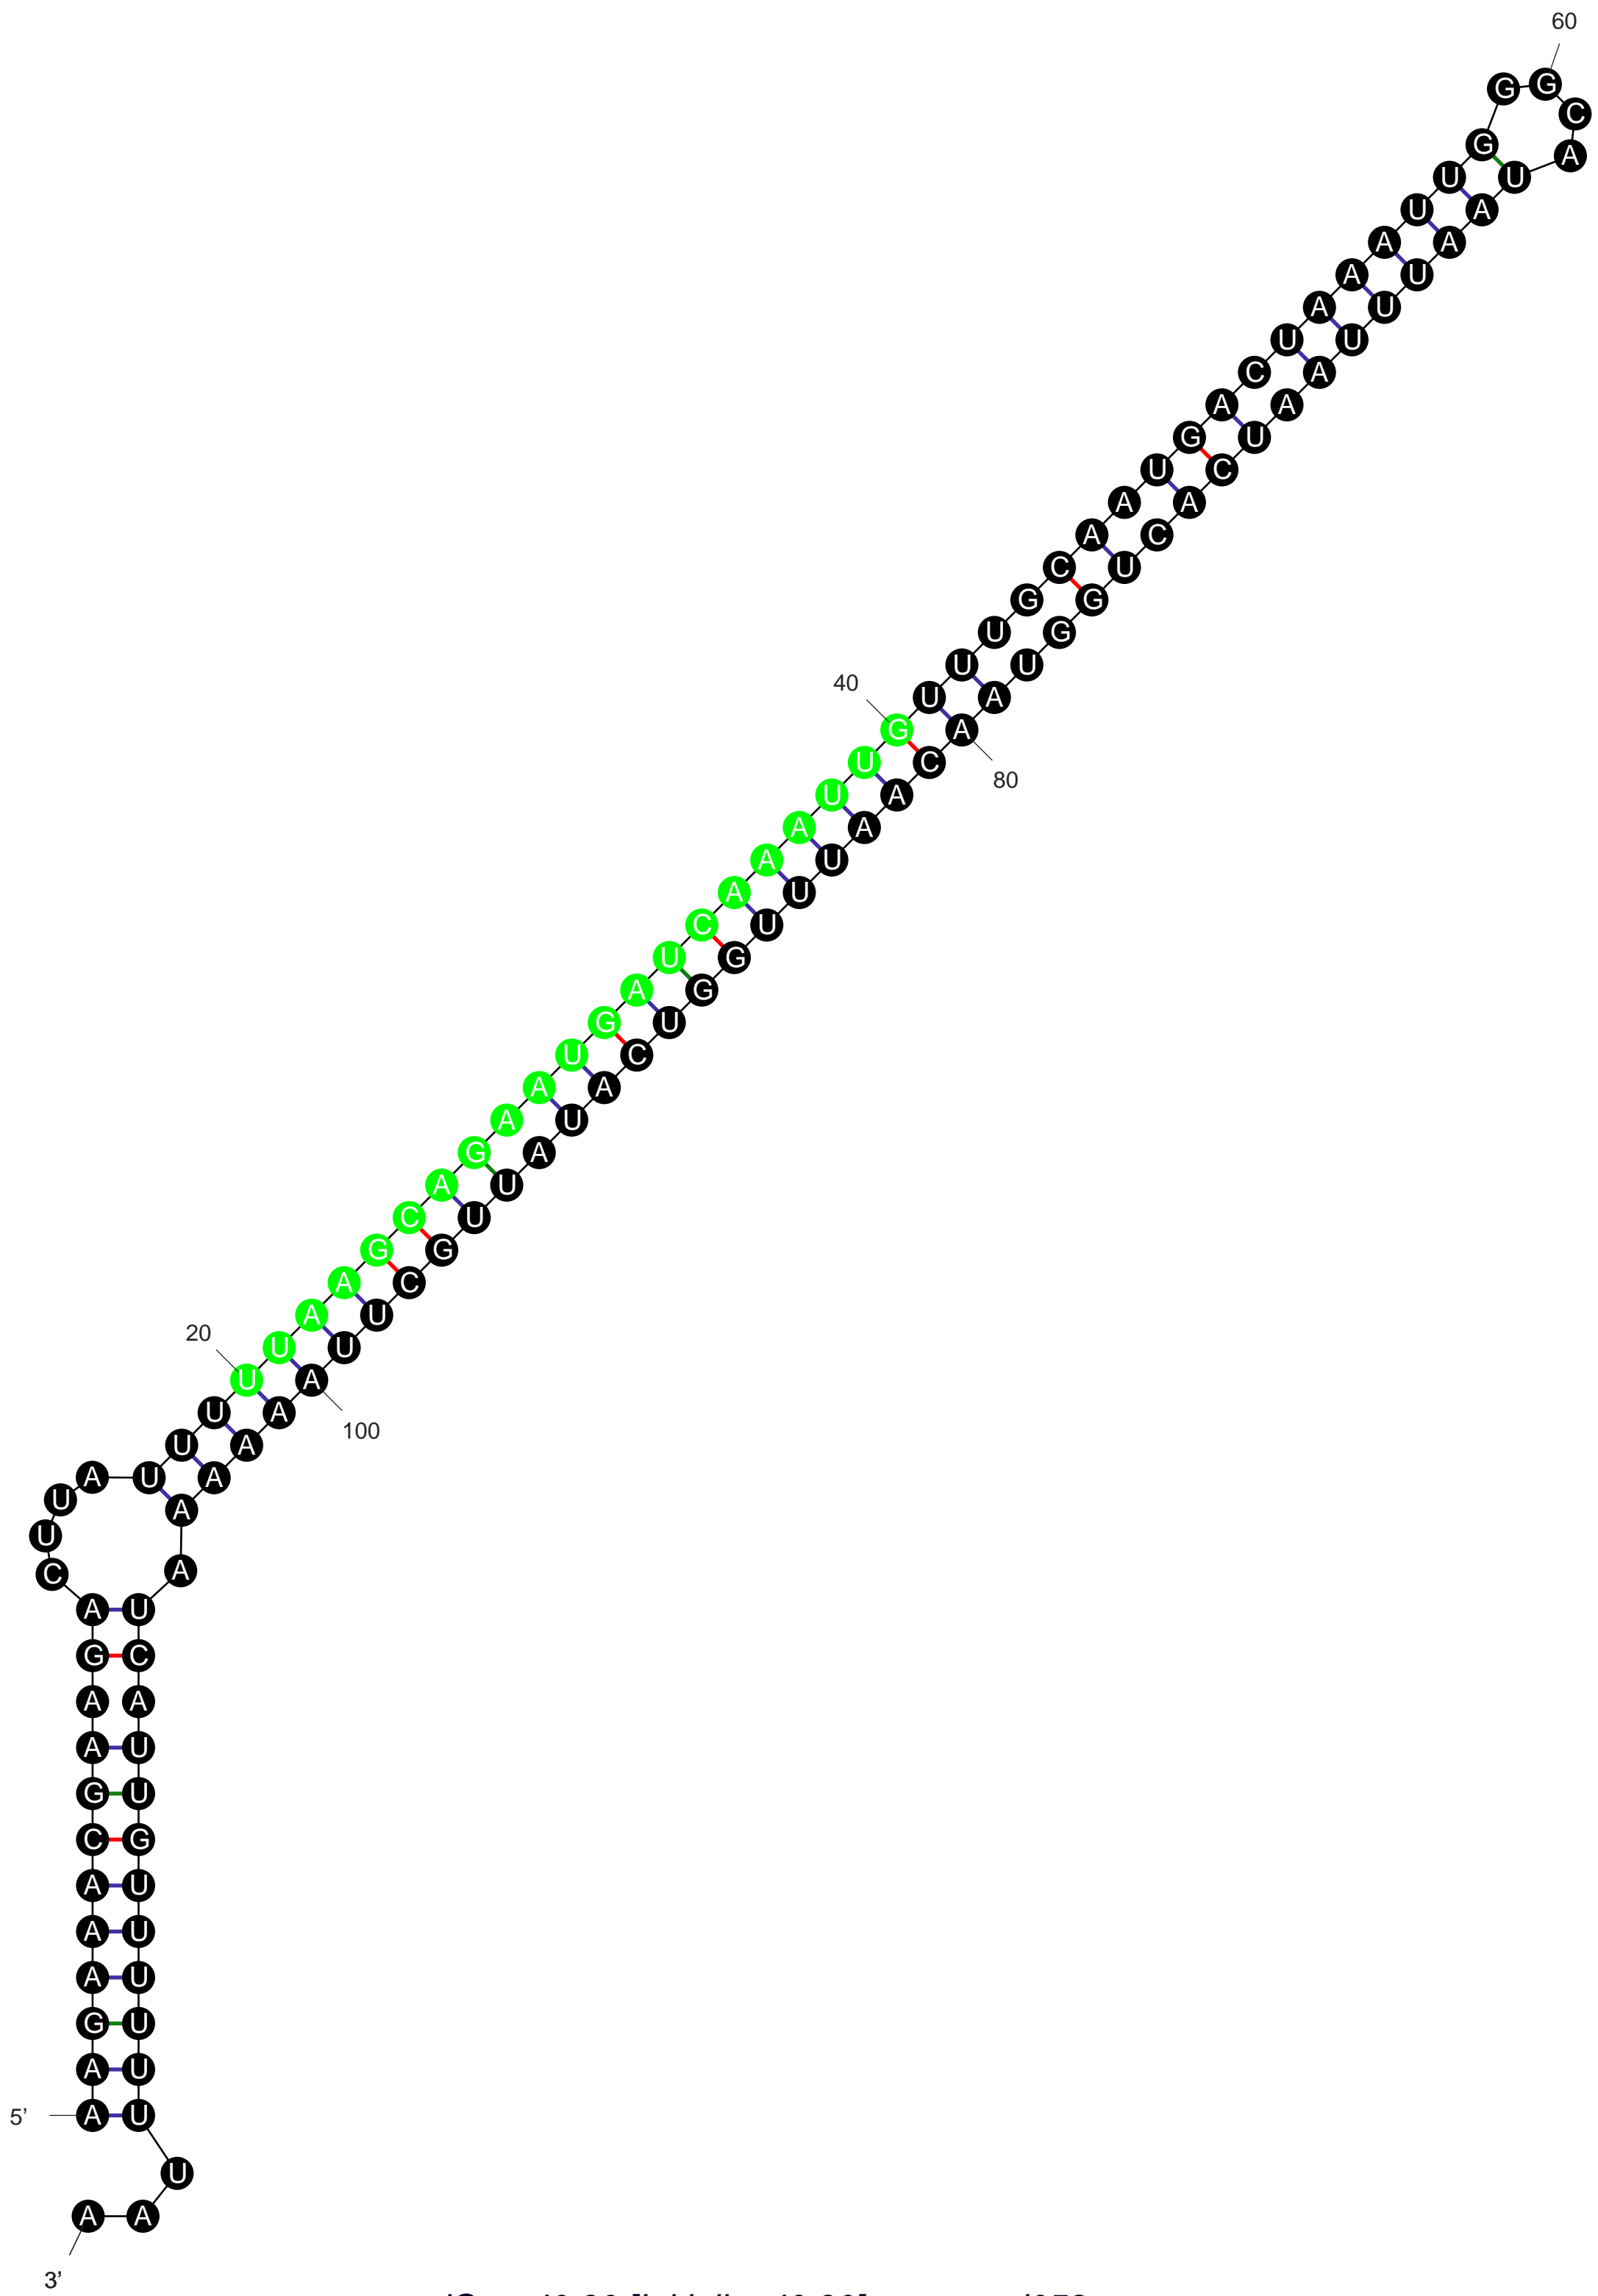

dG = -40.30 [Initially -40.30] vun\_cand058

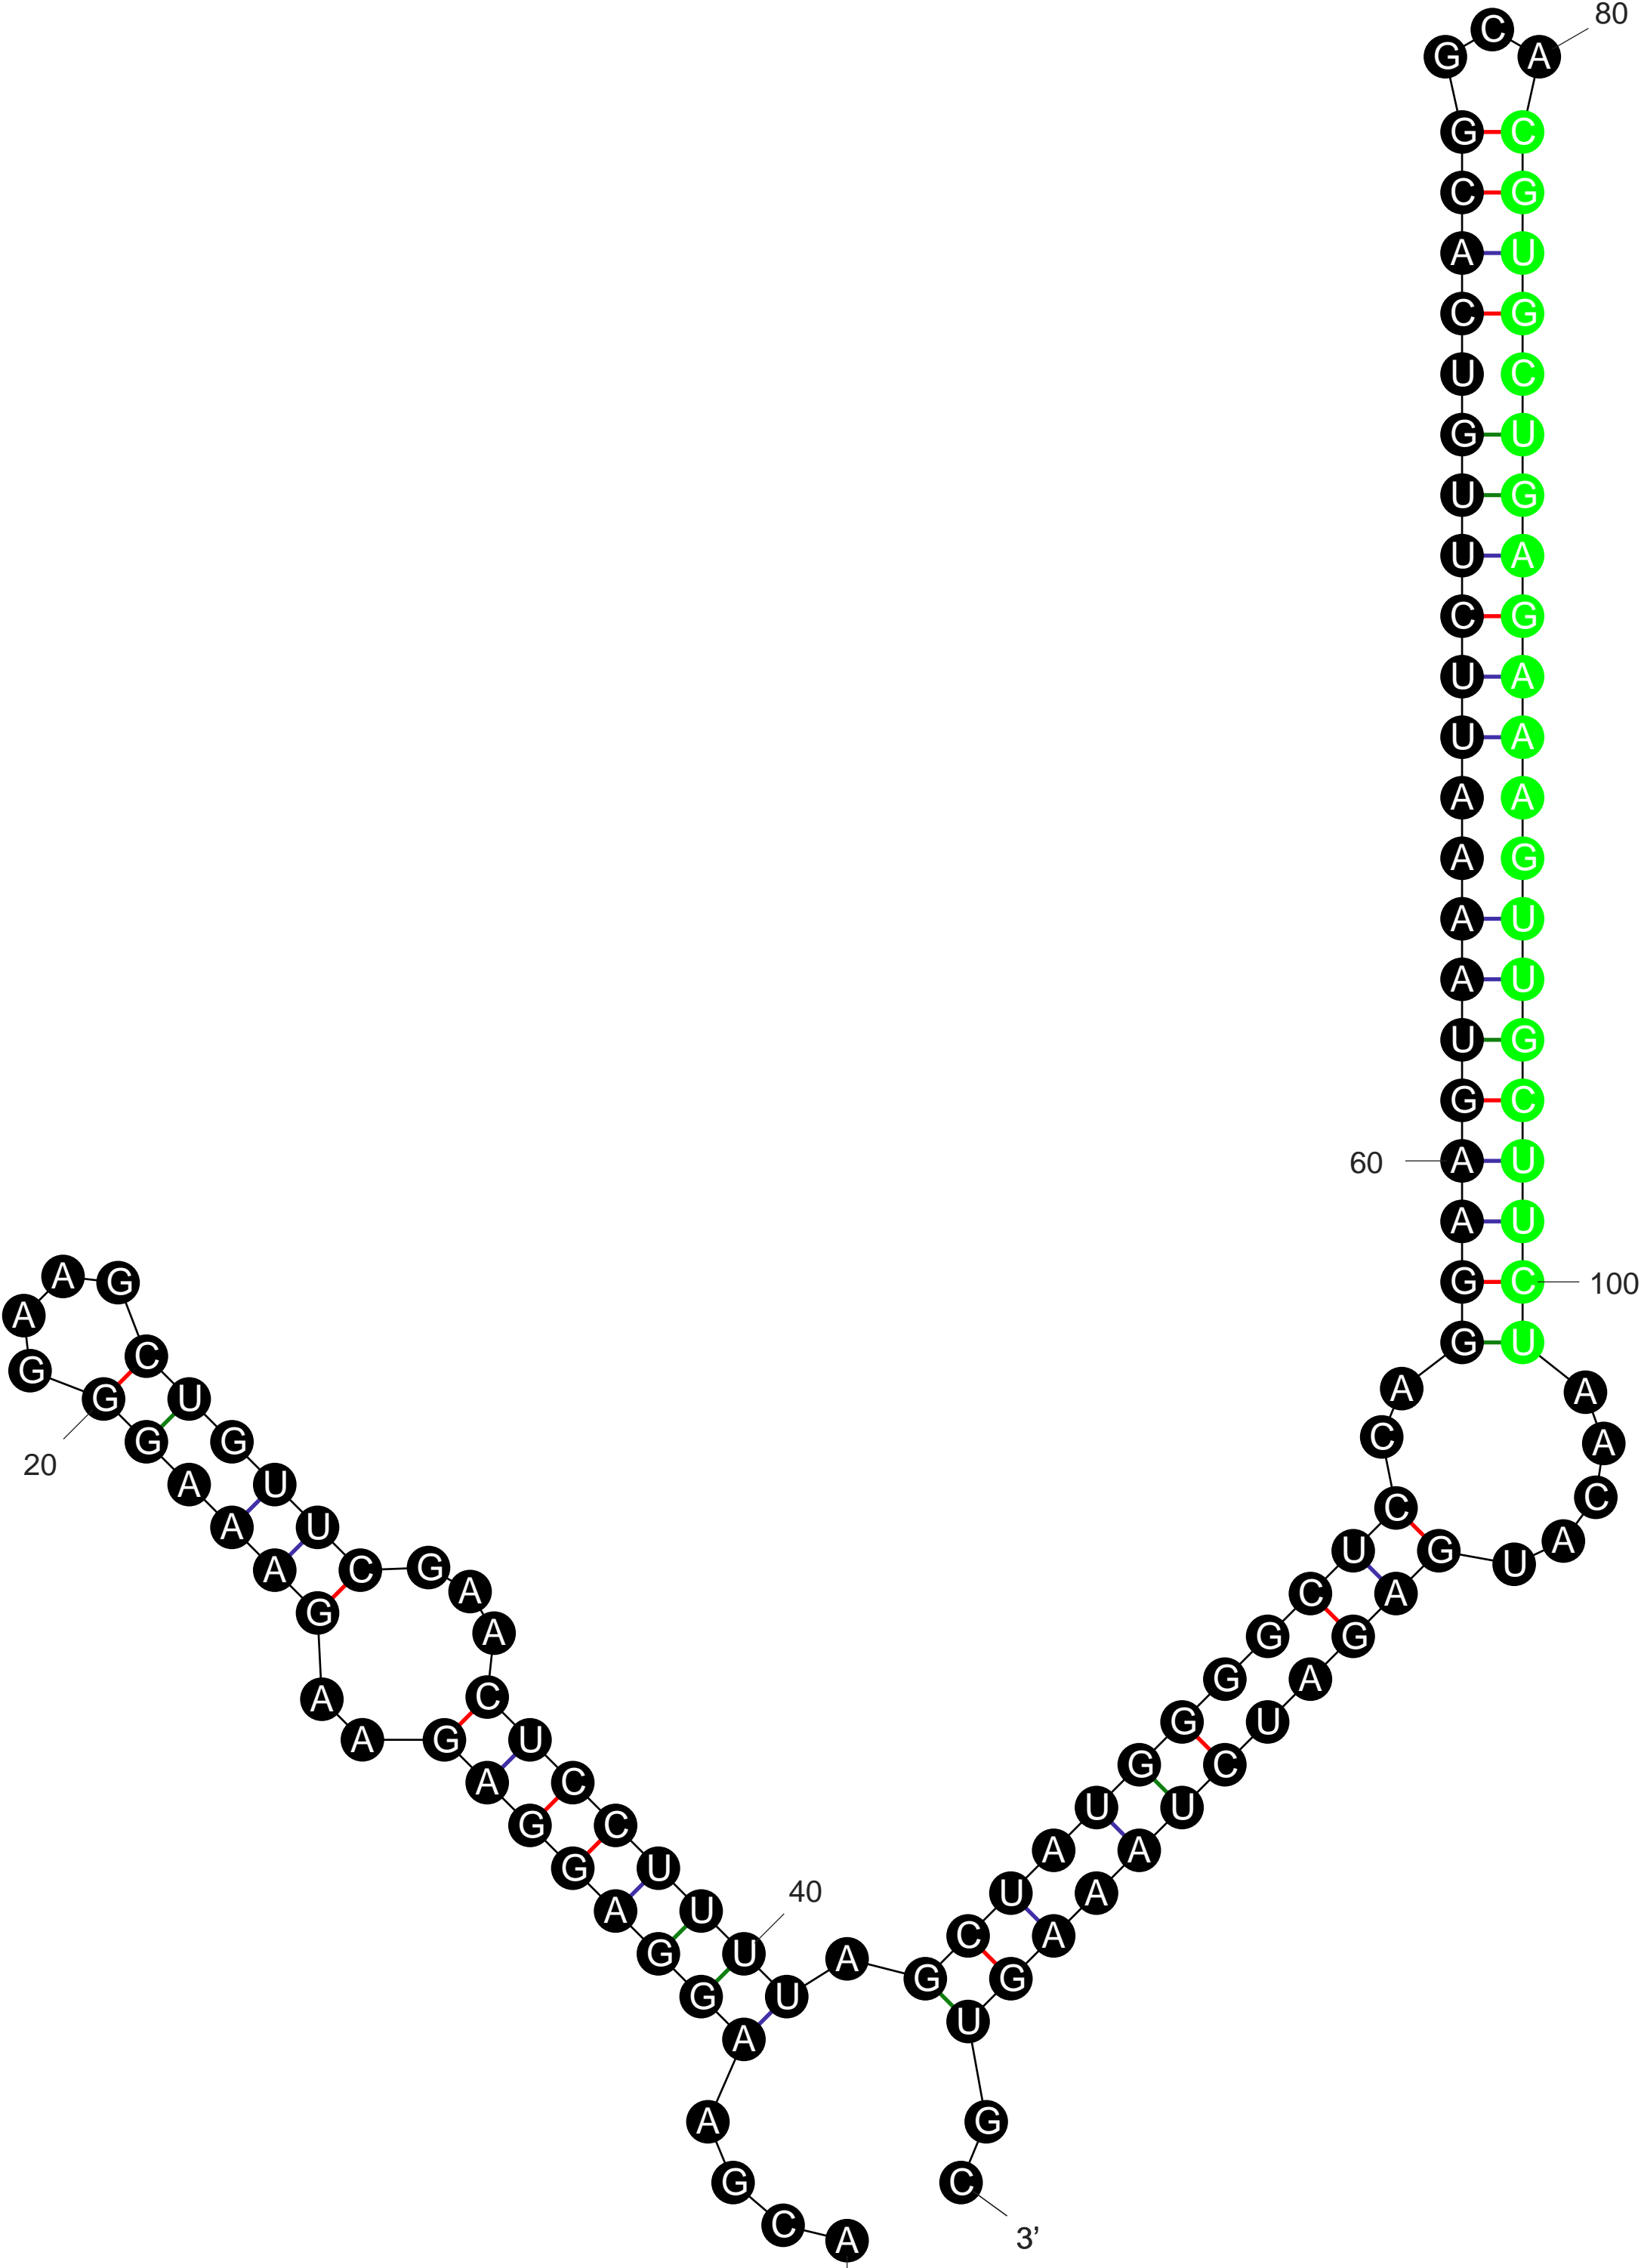

$dG = -38.90$  [Initially -36.50] vun\_cand045

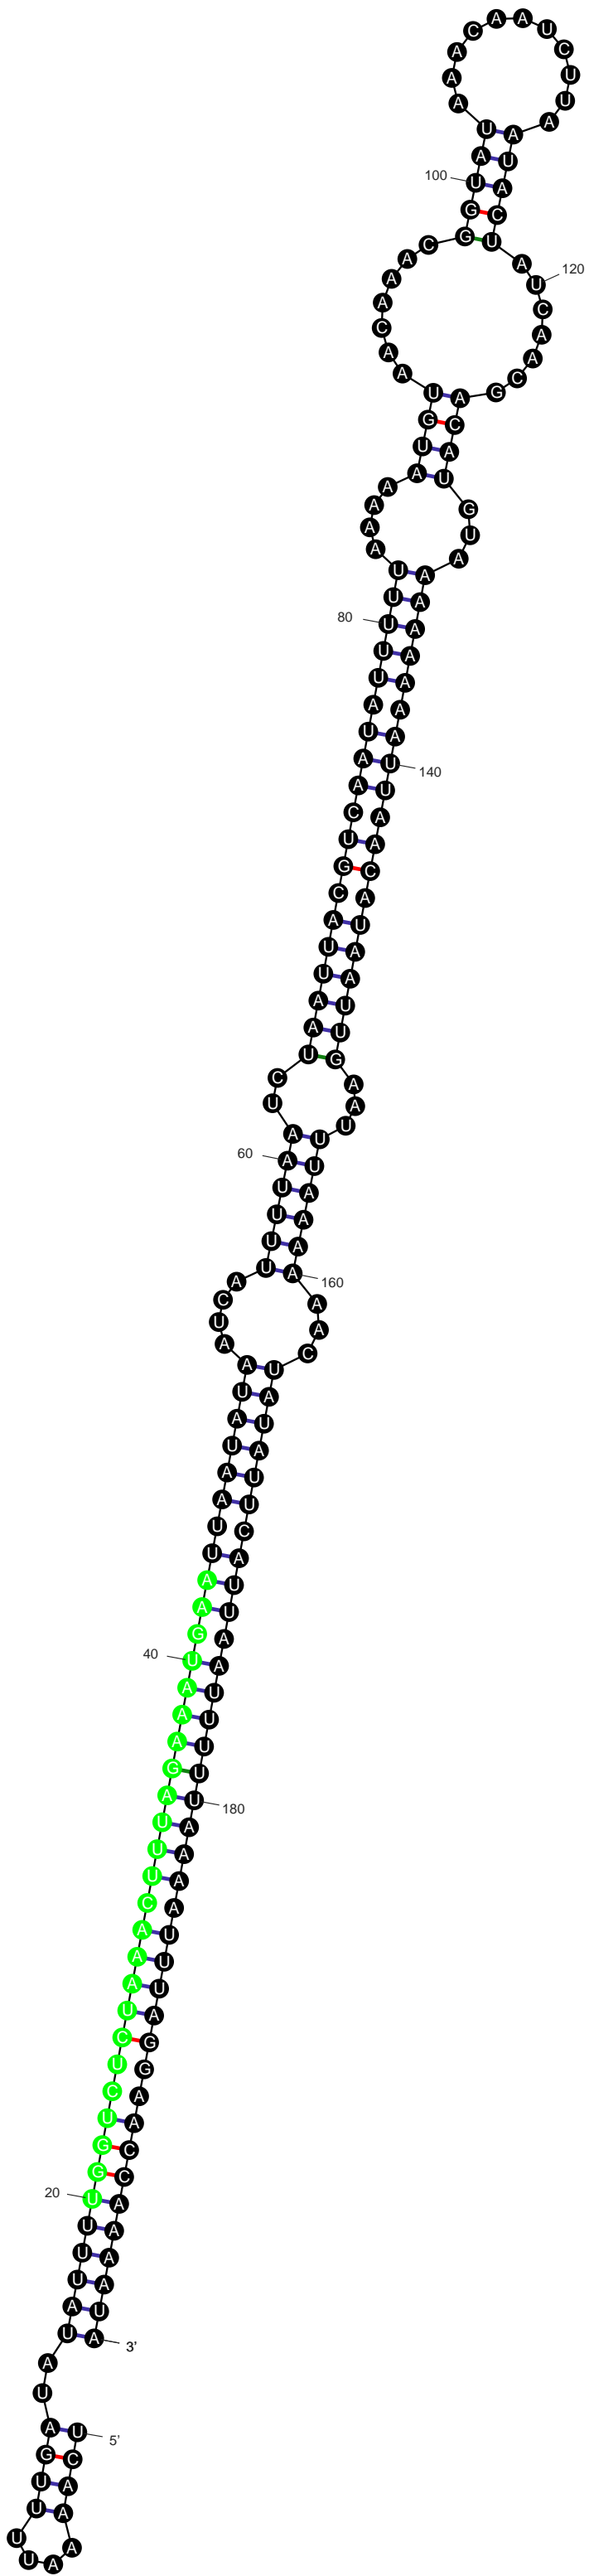

$dG = -35.60$  [Initially -35.60] vun\_cand048

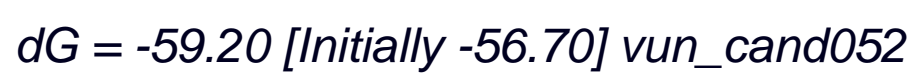

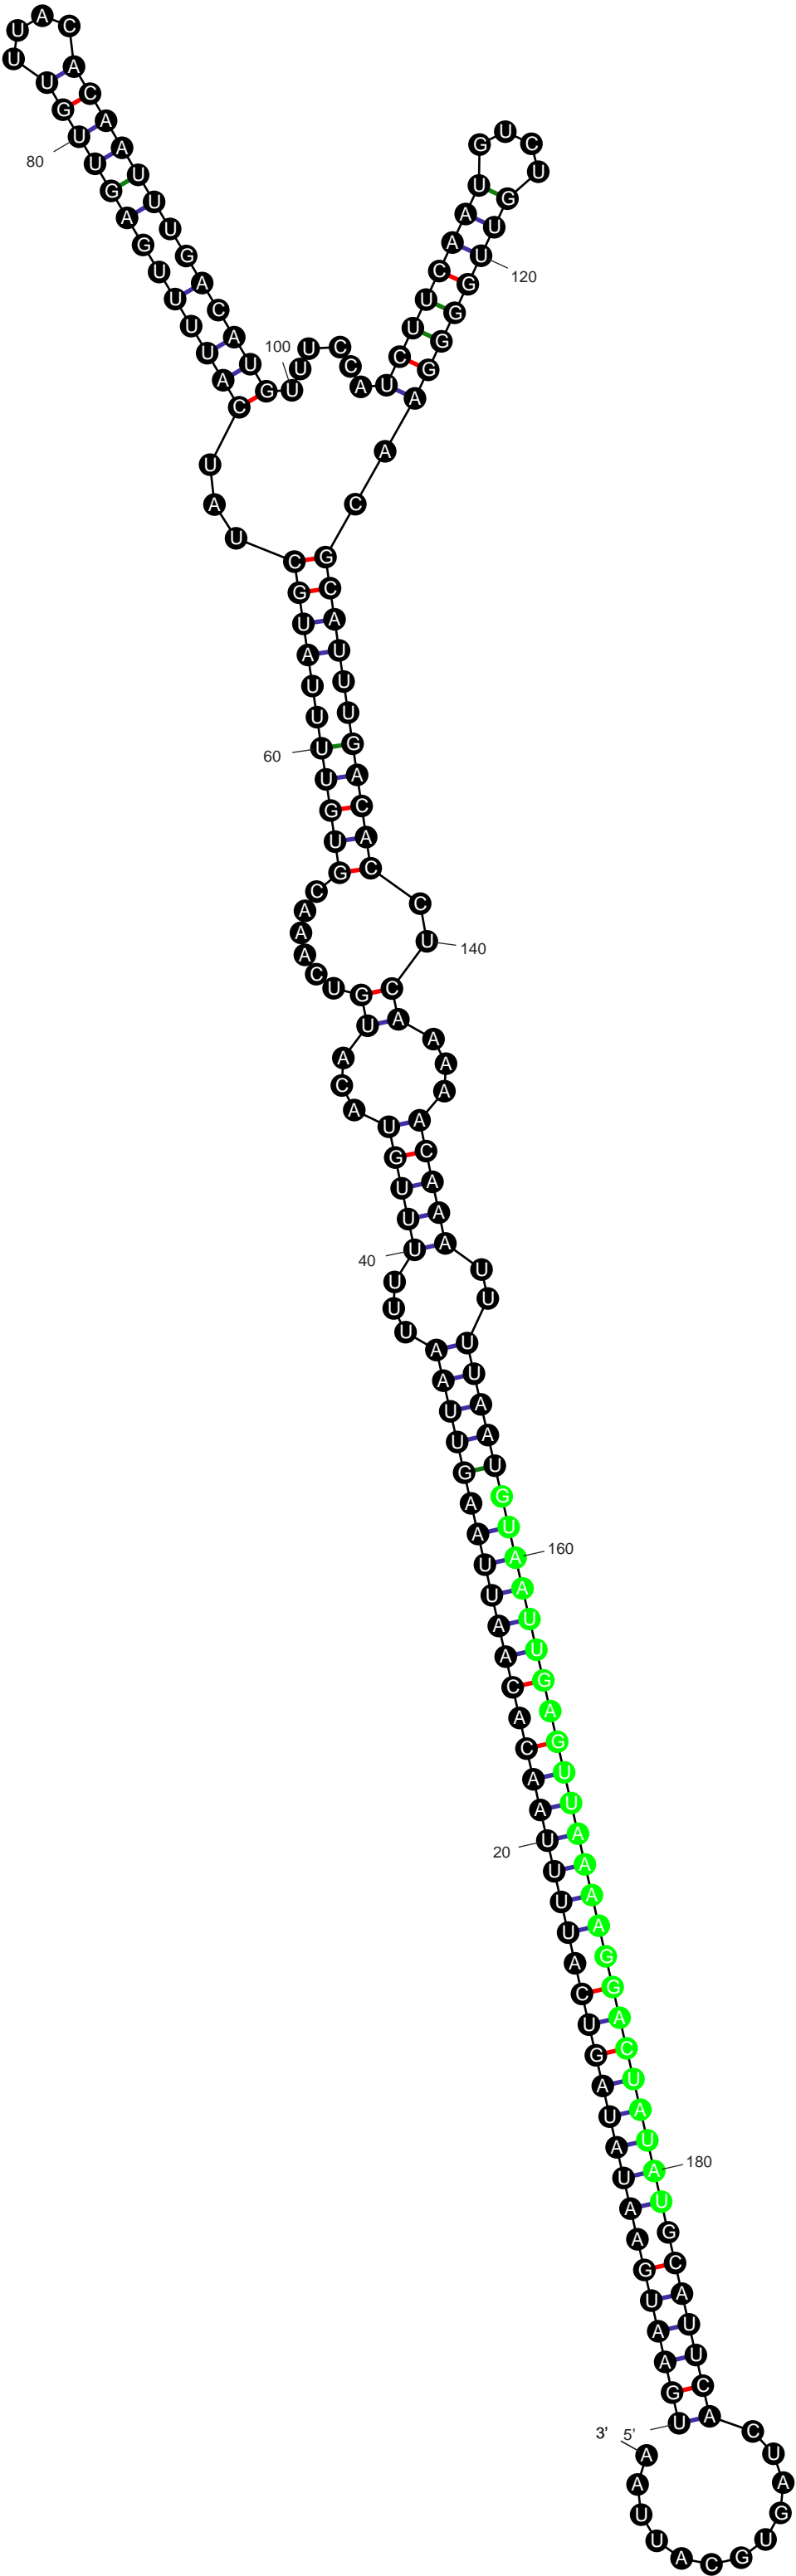

$dG = -52.33$  [Initially -56.20] *vun\_cand053*

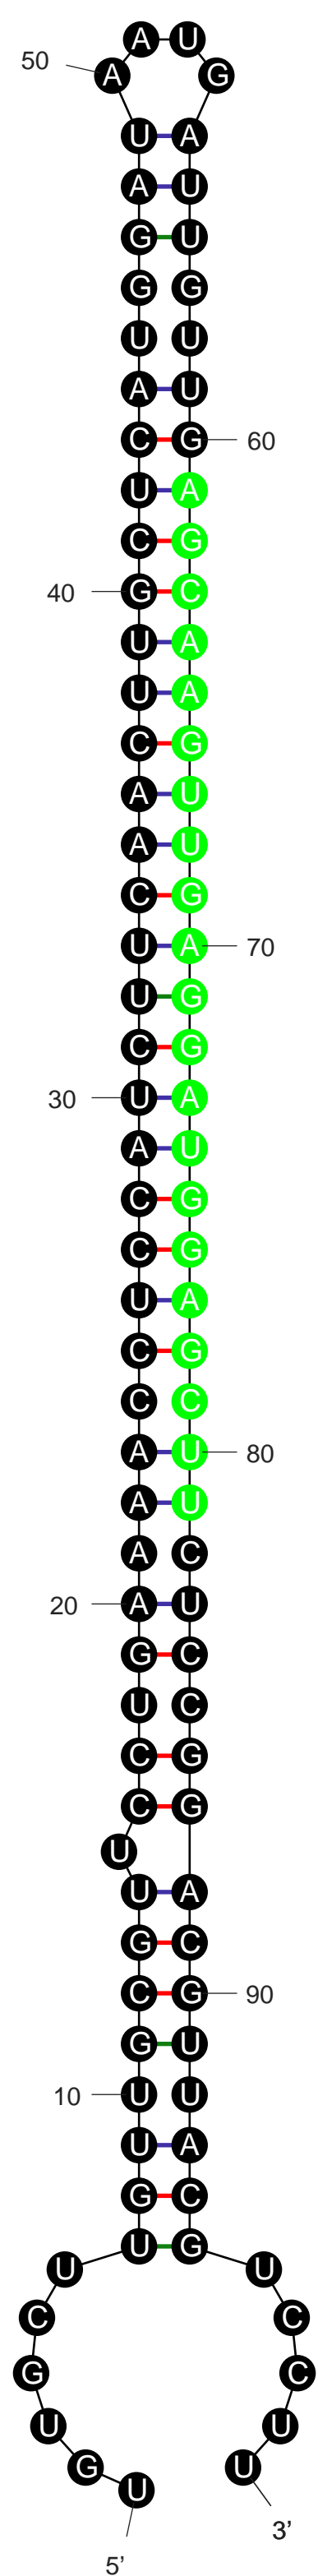

*dG = -45.50 [Initially -45.50] vun\_cand054*

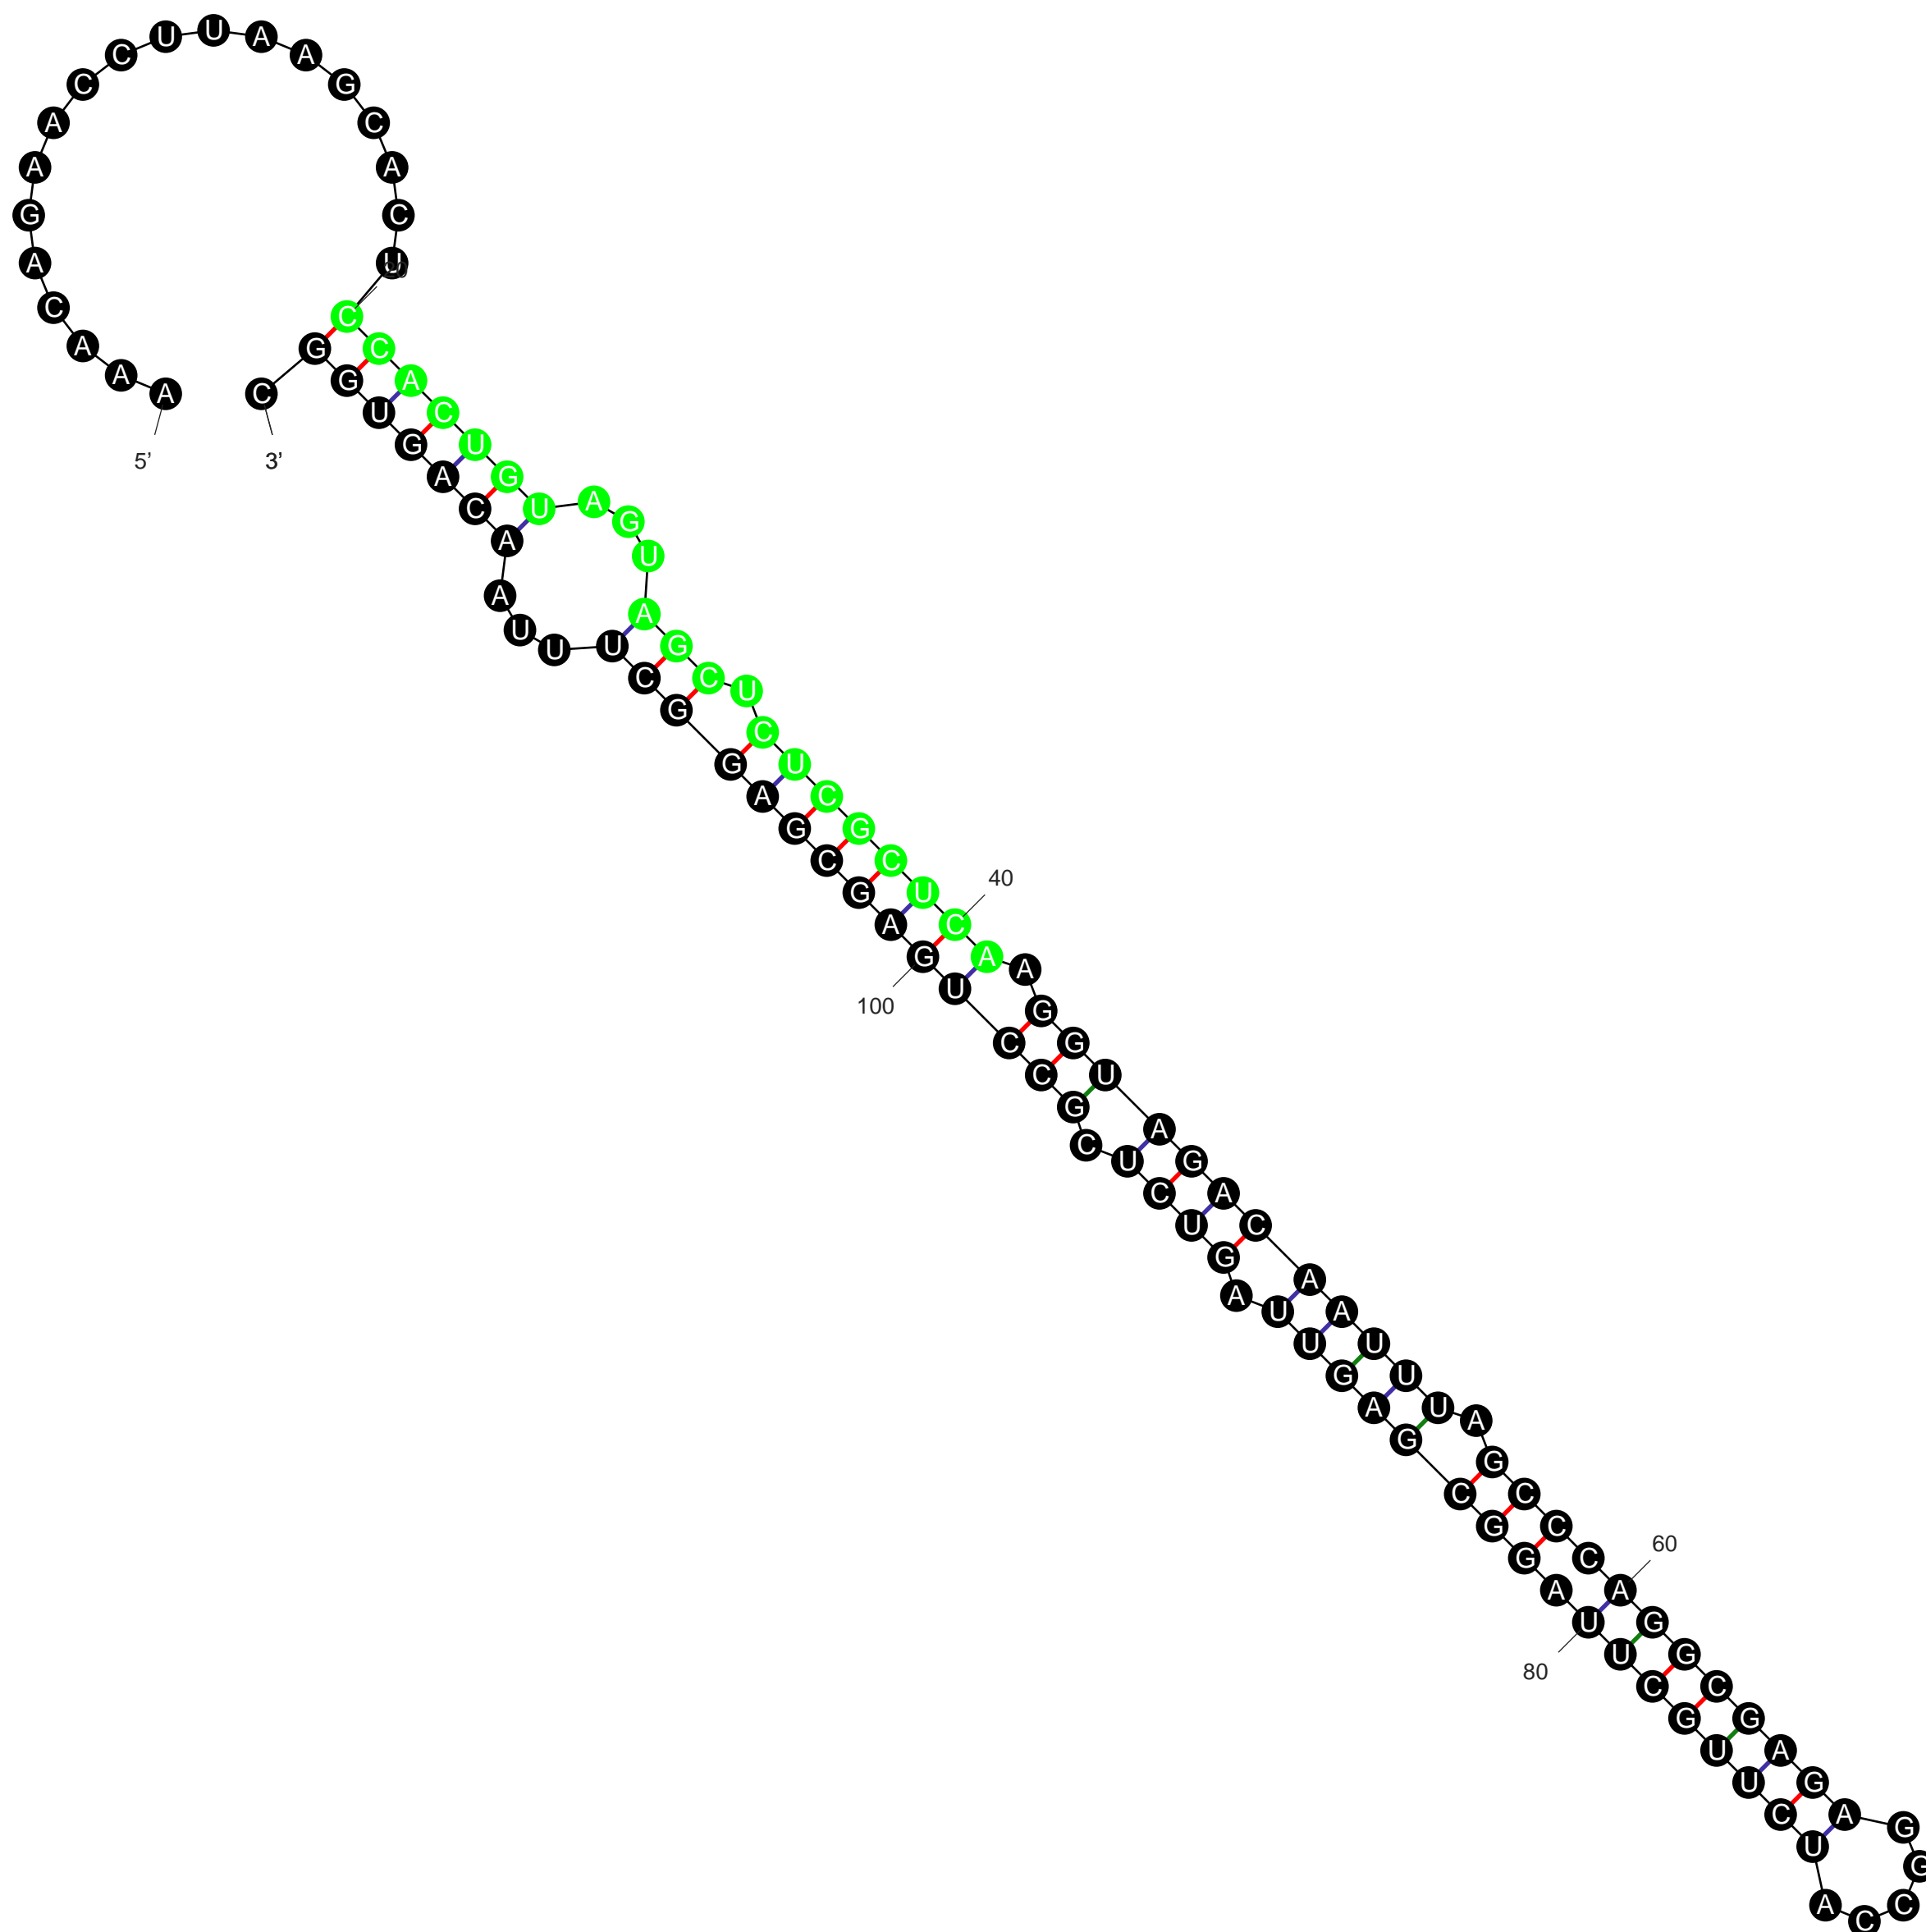

$dG = -56.20$  [Initially -56.20] *vun\_cand055*

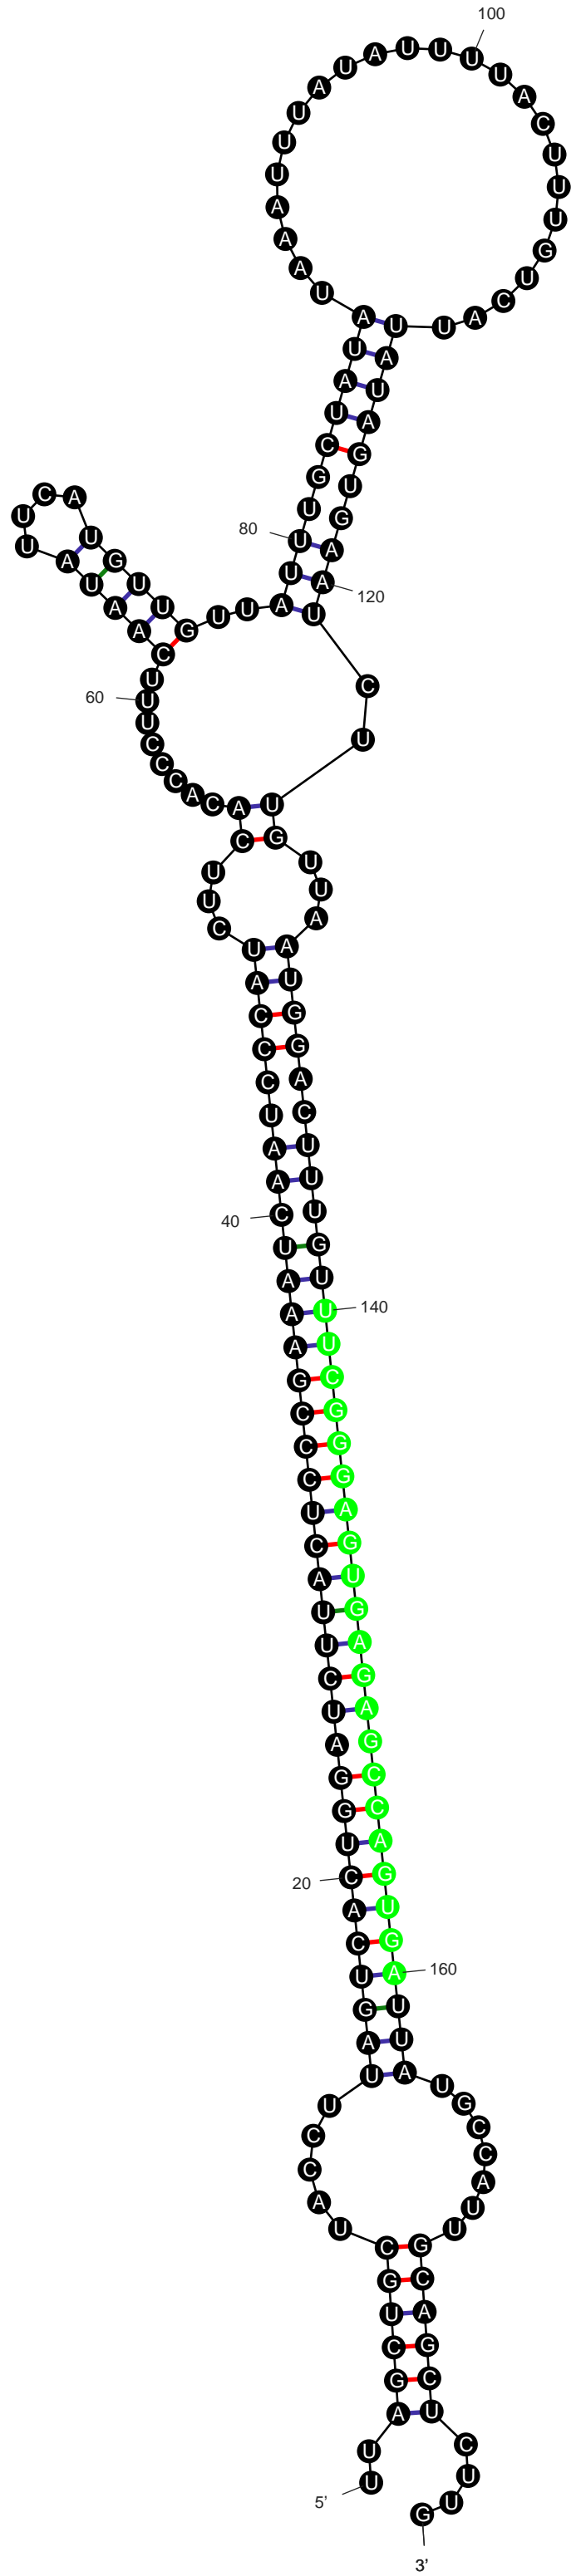

**Supplement:** Additional file 2 — Predicted hairpin structures of nine genotype-specific miRNAs. Predicted structures of nine genotype-specific miRNAs with mature miRNAs marked in green.

# Supplementary material for: Identification and comparative analysis of drought-associated microRNAs in two cowpea genotypes
**Source:** BMC Plant Biol. 2011 Sep 17;11:127. doi: 10.1186/1471-2229-11-127
**Supplement:** Additional file 3 — Mapping of small RNA reads from four libraries to the precursors of nine genotype-specific miRNAs. Each figure shows the precursor sequence, predicted hairpin structure, and how each unique read was mapped to the precursor.

## **Mapping of small RNA reads from four libraries to the precursors of nine genotype-specific miRNAs**

On each map, the first line contains the miRNA family name. The second line contains the miRNA precursor sequence, with mature miRNA region in red. The third line contains the notation of secondary structure with parentheses denoting base-pairing and dots denoting mismatches or bulges. The number on the right is the free energy. Every line starting from line 4 contains the sequence, mapping position, and copy number of a mapped unique small RNA read.

>vun\_cand058  
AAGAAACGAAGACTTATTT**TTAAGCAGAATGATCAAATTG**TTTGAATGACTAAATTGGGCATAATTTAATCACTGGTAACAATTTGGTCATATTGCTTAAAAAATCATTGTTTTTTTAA  
(((((((((((((.(((((((((((.(((((((((((((((.(((.(((.((((((((((...)))))))).)).)).)))))))).)).)))))))).)).)))))))).... (-39.1)  
..... TTTTAAAGCAGAATGATCAAA..... 1  
..... TTTTAAAGCAGAATGATCAAATTG..... 1  
..... TTTTAAAGCAGAATGATCAAATTG..... 1  
..... TTAAAGCAGAATGATCAAATT..... 11  
..... TTAAGCAGAATGATCAAATTG..... 1708  
..... TTAAGCAGAATGATCAAATTGT..... 2  
..... TAAGCAGAATGATCAAATTG..... 10  
..... TAAGCAGAATGATCAAATTGT..... 865  
..... TAAGCAGAATGATCAAATTGTT..... 18  
..... AAGCAGAATGATCAAATTG..... 5  
..... AAGCAGAATGATCAAATTGTT..... 3  
..... GCAGAATGATCAAATTGTTTGC..... 2  
..... CAGAATGATCAAATTGTTTGC..... 2  
..... TAACAATTTGGTCATATTGCT..... 1  
..... TAACAATTTGGTCATATTGCTT..... 12  
..... TAACAATTTGGTCATATTGCTTA..... 1  
..... CAATTTGGTCATATTGCTT..... 1  
..... CAATTTGGTCATATTGCTTAA..... 209  
..... CAATTTGGTCATATTGCTTAAA..... 21  
..... CAATTTGGTCATATTGCTTAAAA..... 1  
..... AATTTGGTCATATTGCTTAA..... 1  
..... AATTTGGTCATATTGCTTAAA..... 30  
..... AATTTGGTCATATTGCTTAAAA..... 2  
..... ATTTGGTCATATTGCTTAAA..... 2  
..... ATTTGGTCATATTGCTTAAAA..... 12  
..... TTTGGTCATATTGCTTAAAA..... 1  
..... TTTGGTCATATTGCTTAAAAA..... 8

>vun\_cand045

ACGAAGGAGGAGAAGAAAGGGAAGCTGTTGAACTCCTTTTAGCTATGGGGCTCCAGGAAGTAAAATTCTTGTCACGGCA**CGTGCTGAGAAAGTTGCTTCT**AACATGAGATCTAAAGTGC

[illegible]

.....GGCACGTGCTGAGAAAGTTGCT..... 1

.....CACGTGCTGAGAAAGTTGCTT..... 2

.....ACGTGCTGAGAAAGTTGCTTC..... 1

.....CGTGCTGAGAAAGTTGCTT..... 3

.....CGTGCTGAGAAAGTTGCTTCT..... 103

.....CGTGCTGAGAAAGTTGCTTCTAAC..... 1

.....GTGCTGAGAAAGTTGCTTCT..... 1

.....CTGAGAAAGTTGCTTCTAACA..... 1

.....GAAAGTTGCTTCTAACATGAG..... 1

.....AAAGTTGCTTCTAACATGAGA..... 1

[illegible]

```
>vn_cand052
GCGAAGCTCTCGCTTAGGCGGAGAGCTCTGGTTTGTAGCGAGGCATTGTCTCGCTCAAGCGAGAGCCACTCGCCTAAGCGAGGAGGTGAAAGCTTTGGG
.....((((((((((((((...(((((((((.((((((((((...)))))))))))))))))))).))))))...))))))))))))))))))..(((...))).... (-56.7)
.....CGAGAGCCACTCGCCTAAGCGA..... 61
.....GAGAGCCACTCGCCTAAGCGA..... 1
.....AGCCACTCGCCTAAGCGAGGAGGA..... 1
.....TCGCCTAAGCGAGGAGGAGTGA..... 1
.....TAAGCGAGGAGGAGTGAAAGCT..... 1
```

[illegible]

```
>vn_cand054
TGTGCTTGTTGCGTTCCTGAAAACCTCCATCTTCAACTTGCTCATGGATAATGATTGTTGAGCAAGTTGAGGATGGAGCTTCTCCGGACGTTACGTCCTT
..... ((. (((. ((. ((. ((((((((((((((((((((((. (((...)))..)))))))))))))))))))).)).)).))))).))...... (-44.8)
..... CCTCCATCTTCAACTTGCTCA..... 79
..... CTCCATCTTCAACTTGCTCA..... 1
..... CCATCTTCAACTTGCTCA..... 1
..... TTGAGCAAGTTGAGGATGGAGCT..... 4
..... TTGAGCAAGTTGAGGATGGAGCTT..... 12
..... TGAGCAAGTTGAGGATGGAGCT..... 1
..... TGAGCAAGTTGAGGATGGAGCTT..... 2
..... AGCAAGTTGAGGATGGAGCT..... 49
..... AGCAAGTTGAGGATGGAGCTT..... 370
```

>vun\_cand055  
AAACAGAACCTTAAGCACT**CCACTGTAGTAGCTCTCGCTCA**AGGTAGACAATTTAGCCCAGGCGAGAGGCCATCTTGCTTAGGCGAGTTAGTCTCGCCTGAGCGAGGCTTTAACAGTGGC  
.....(((((((...((( (((((((((( (((((((((((((( ((((((((((.....))))))))).))))))))).))))).)))))))))))). (-56.2)  
..... AACCTTAAGCACTCCACTGTAGTA..... 3  
..... AAGCACTCCACTGTAGTAGCTC..... 2  
..... AAGCACTCCACTGTAGTAGCTCTC..... 1  
..... AGCACTCCACTGTAGTAGCTCT..... 4  
..... CACTCCACTGTAGTAGCTCTC..... 2  
..... CACTCCACTGTAGTAGCTCTCG..... 2  
..... ACTCCACTGTAGTAGCTCTCGC..... 2  
..... ACTCCACTGTAGTAGCTCTCGCTC..... 2  
..... TCCACTGTAGTAGCTCTCGCTC..... 1  
..... CCACTGTAGTAGCTCTCGCTC..... 3  
..... CCACTGTAGTAGCTCTCGCTCA..... 48  
..... CCACTGTAGTAGCTCTCGCTCAAG..... 8  
..... CACTGTAGTAGCTCTCGCTCA..... 7  
..... CACTGTAGTAGCTCTCGCTCAA..... 19  
..... ACTGTAGTAGCTCTCGCTC..... 1  
..... ACTGTAGTAGCTCTCGCTCA..... 2  
..... ACTGTAGTAGCTCTCGCTCAAG..... 15  
..... AGACAATTTAGCCCAGGCGAGA..... 1  
..... GCTTAGGCGAGTTAGTCTCGCCTG..... 1  
..... TGAGCGAGGCTTTAACAGTGGC 1

```
>run_cand036
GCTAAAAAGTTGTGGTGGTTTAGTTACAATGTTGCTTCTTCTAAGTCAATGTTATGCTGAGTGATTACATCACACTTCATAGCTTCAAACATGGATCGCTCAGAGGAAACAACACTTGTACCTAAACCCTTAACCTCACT
..... ((((. . ((((((((((. ((((((((((. ((((((((( (. ((((((((. ((((((((((.....))))))...))).... )))))). ))))). ))))). ))))). ))))). ))))). ))))). ))))). ))))). ).. (-45.6)
..... TACAATGTTGCTTCTTCTAA..... 1
..... TACAATGTTGCTTCTTCTAAG..... 2
..... TACAATGTTGCTTCTTCTAAGT..... 2
..... TACAATGTTGCTTCTTCTAAGTCA..... 1
..... ACAATGTTGCTTCTTCTAAGT..... 1
..... AAGTCAATGTTATGCTGAGTGA..... 1
..... ACACCTTCATAGCTTCAAACATGGA..... 1
..... CACTTCATAGCTTCAAACATGGA..... 1
..... CACTTCATAGCTTCAAACATGGAT..... 1
..... TTCATAGCTTCAAACATGGATC..... 1
..... ATAGCTTCAAACATGGATCGCT..... 1
..... AGCTTCAAACATGGATCGCTCA..... 1
..... CTTCAAACATGGATCGCTCAGAGG..... 2
..... TTCAAACATGGATCGCTCAGAG..... 1
..... TCAAACATGGATCGCTCAGAG..... 1
..... AAACATGGATCGCTCAGAGGAAAC..... 3
..... AACATGGATCGCTCAGAGGAAACA..... 1
..... ATGGATCGCTCAGAGGAAACAACA..... 3
..... TCAGAGGAAACAACACTTGTAC..... 56
..... CAGAGGAAACAACACTTGTACC..... 17
```

```
>vun_cand014
```

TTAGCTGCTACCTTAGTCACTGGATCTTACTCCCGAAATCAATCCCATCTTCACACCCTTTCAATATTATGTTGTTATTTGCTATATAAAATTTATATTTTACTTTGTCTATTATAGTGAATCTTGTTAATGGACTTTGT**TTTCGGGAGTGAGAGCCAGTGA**TTATGCCATTGCAGCTCTTG

[illegible]

.....TTTCGGGAGTGAGAGCCAGTG..... 34

.....TTCGGGAGTGAGAGCCAGTG.....1

.....TTCGGGAGTGAGAGCCAGTGA..... 46

.....TCGGGAGTGAGAGCCAGTG.....1

.....GGGAGTGAGAGCCAGTGA.....1

How the deposited data were processed for this re-analysis (not part of the article)

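Leaf small RNA of 2 cowpea genotypes under 2 water regimes was sequenced in 4 libraries, 1 per condition, each from RNA pooled from 3 replicates. The deposited lists give every distinct read of a library and its count. The counts are whole numbers without normalization. The authors had trimmed the adaptors and combined identical reads. The methods give a minimum of 18 nt, and the lists hold reads of 17 to 31 nt. Whether reads matching repeats and structural RNAs had been removed from the lists is not stated. No genome was used, so no coordinates are given, and precursor and mature sequences were taken from the study's supplementary tables.

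The copy of Additional file 1 analysed here held 153 miRNA genes and 118 unique mature miRNAs, fewer genes than the paper's text states, and every count over mature miRNAs refers to these 118. Counts were those of reads identical to the mature sequence, scaled to 10000000 clean reads (TPTM). TMM and DESeq2's size factors, used as alternatives, were computed over these 118 mature miRNAs. The clean reads of the same length, another alternative, include the miRNAs. Names are those of Additional file 4 where it lists the sequence. Depth was between 6478673 and 7270266 clean reads per library. Intervals are 95% Wilson intervals, and 3 counts were taken as the floor.

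Drought and control libraries of a genotype were compared with the Audic-Claverie test as in the study's methods, with Bonferroni adjustment over the 118 mature miRNAs and the study's criteria of an adjusted p under 0.01, at least 100 TPTM in 1 library and a log2 ratio beyond 1 in either direction. Genotype-specific miRNAs were called from the same test between genotypes in both water regimes. There a miRNA without reads in 1 genotype could be called. In the drought comparison a ratio against a library without reads was not counted as a change. That handling was settled after the result was seen, when vun_cand058, with 2 and 0 reads in CB46, would otherwise have been called, and the other handling was run as an added alternative. Differences between the genotypes in the drought response were tested with a likelihood ratio test of the genotype by treatment term in a Poisson model with library sizes as offsets, with Bonferroni adjustment. All these tests cover counting error only, compare libraries and cannot be checked against replicates.

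PCA was run on log2 TPTM with 1 added, over miRNAs with at least 50 combined TPTM. Free energies of the hairpins were recomputed with RNAfold 2.7.2, and the study's limits on mismatches and bulges of the hairpin were not applied. Reads on the arms of a hairpin were those whose ends lay within 2 nt of the mature or star ends, with at least 10 reads on each arm and 0.5 added before the log2. To describe reads in general, 6667 distinct reads of 20 to 24 nt on no listed precursor, with at least 100 copies over the 4 libraries, were used, and their log2 ratios were fitted on length, first base and GC content. This fit held 29.1% of their variance in IT93K503-1 and 31.7% in CB46. Mismatched copies of the miRNAs may be among these reads, since reads were matched to precursors without mismatches.

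Alternatives set before the data were examined were edgeR's TMM factors, DESeq2's size factors, normalization by the clean reads of the same length, reads with ends within 2 nt, reads with up to 1 mismatch, Benjamini-Hochberg adjustment, Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.4, edgeR's quasi-likelihood test with genotype as a block, no minimum of TPTM, other settings of the PCA, and the reads of each genotype alone for the hairpin criteria. Chosen after seeing the data were an adjustment over 768 comparisons, the number read from the ratio of the adjusted p-values in Additional file 4 to the unadjusted ones found here, the counting of ratios against a library without reads, the change relative to other reads of the same length, first base and GC content, a biological coefficient of variation of 0.4 in the test of the genotype by treatment term, and the PCA without the miRNAs of Table 1.

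The named miRNAs are those of the paper's text, figures, tables and Additional file 5, the 5 largest rises and the 5 largest falls of Additional file 4 by the mean of both log2 ratios, and the 5 most abundant distinct reads of 20 to 24 nt that matched no listed precursor. Names outside this rule are marked as chosen after their values were seen. The tests were run on simulated data. With counting error alone, 40 of 40 simulated 4-fold changes were recovered by the drought criteria and by the test of the genotype by treatment term, with 0 false calls. EdgeR's exact test with the assumed coefficient of variation of 0.4 recovered 1 and 6 of 40 simulated 8-fold changes, and the quasi-likelihood test 40 and 38, at simulated coefficients of variation of 0.1 and 0.4. Under the same assumption the test of the genotype by treatment term recovered 0 of 40 simulated 8-fold differences at both coefficients, and 38 and 33 of 40 simulated 64-fold ones. The common coefficient of variation estimated from the libraries with genotype as a block was 0.351. This estimate takes any difference between the genotypes in the drought response as variation. The quasi-likelihood test used Benjamini-Hochberg adjustment and gave 1 false call at the simulated coefficient of variation of 0.4. Its simulated changes were the same in both genotypes, so changes that differ between the genotypes were not covered. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. Northern blots, target prediction and genome mapping were not analysed here.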

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

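TMM factors were among the alternatives set before the data were examined. The other tests of an explanation weighed here were chosen after the result they concern had been seen. The responses of the genotypes were compared with the test of the genotype by treatment term, which covers counting error only.

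The drought response differed between the genotypes for 33 of the 118 mature miRNAs. The log2 ratio was higher in CB46 for 10 of them and lower for 23. A scaling error of a library moves every miRNA the same way, so the 10 miRNAs that went against the majority argue against it as the whole cause. With TMM factors 35 miRNAs passed, 30 of them among the 33. Variation between plants stays open, because with 1 library per condition a difference between genotypes and a difference between pools cannot be told apart. Once a biological coefficient of variation of 0.4 was assumed, 0 miRNAs passed. That outcome decides nothing, since under this assumption the test recovered 0 of 40 simulated 8-fold differences. A difference between the genotypes stays among the open explanations, untested.

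Among the named miRNAs for which the test of the difference passed, these had a log2 ratio in CB46 that differed from that in IT93K503-1 by more than 1. The difference, CB46 minus IT93K503-1, was -3.83 for miR160b, -2.89 for miR171e, -2.29 for vun_cand054, -2.15 for miR393, 1.96 for miR2111a, 1.71 for vun_cand033, -1.59 for vun_cand015, -1.19 for miR390a, 1.18 for miR396a, 1.14 for miR2111b and -1.10 for miR156b. The difference also exceeded 1 for miR395b, miR319c, miR171d, miR390b and vun_cand045, for which the test did not pass. The control library of IT93K503-1 held 6 reads of vun_cand054, so its ratio is imprecise. For miR2911 of Additional file 5 the difference was 2.35, since it fell in IT93K503-1 and rose in CB46. The miR2911 sequence lay inside the precursor listed for vun_cand003, which is named for that reason, after its values were seen.

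The 5 most abundant reads of 20 to 24 nt that matched no listed precursor lie outside the miRNAs the paper discusses. Their highest TPTM in a library were 291513 for AGUUACUAAUUCAUGAUCUGAC, 251896 for GUUACUAAUUCAUGAUCUGAC, 32348 for AGUUACUAAUUCAUGAUCUGACAU, 33292 for AGUUACUAAUUCAUGAUCUGACA and 34278 for GGUAGUUUGAUCGUAGAAUU, far above the floor of 3 counts. The first 4 share a core and differ at their ends. The test of the difference passed for all 5. The difference was over 1 for 3 of them, -2.60 for AGUUACUAAUUCAUGAUCUGAC, -1.73 for GUUACUAAUUCAUGAUCUGAC and -2.04 for AGUUACUAAUUCAUGAUCUGACA.

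The read AGUUACUAAUUCAUGAUCUGAC rose in IT93K503-1, with a log2 ratio of 1.14, and fell in CB46, with -1.45. The shift of the length classes did not remove this. Scaled to the 22-nt reads, the ratios were 0.67 and -1.27, a difference of -1.94. An exchange between end variants did not remove it either. Summed over the 4 variants the ratios were 1.69 and -0.85, a difference of -2.54. RNA of another organism stays open, because no genome was used. The read made up at least 0.797% of the clean reads in every library, which does not show where it came from.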

How the results depend on the processing

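The alternatives are listed in the summary of the processing. Replicates could not be paired, because each condition had 1 library. The only pairing was of drought and control within a genotype, in the quasi-likelihood test with genotype as a block. For every change of a named miRNA given here the cause was not tested, except where the construction of the alternative gives it.

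The number of drought-associated miRNAs, 46, stayed within 1.5 times its value with TMM factors (39), DESeq2's size factors (37), the reads of the same length (33), ends within 2 nt (50), up to 1 mismatch (46), Benjamini-Hochberg adjustment (46), Fisher's exact test (46) and no minimum (51). Of the alternatives chosen after seeing the data, the adjustment over 768 comparisons gave 46, and counting ratios against a library without reads gave 47, with 33 rises and vun_cand058 added. It was 13 in the quasi-likelihood test with genotype as a block and 28 relative to other reads of the same length, first base and GC content.

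Rises numbered 32 and falls 14. With TMM factors rises numbered 20, with DESeq2's size factors 20 and with the reads of the same length 12, where falls numbered 23 and 2 miRNAs count in both. A change over 2-fold in IT93K503-1 alone, 14 by all clean reads, was found for 9, 9 and 3 miRNAs in the same order. TMM and DESeq2's size factors were computed over the miRNAs, so by construction they even out rises and falls. Relative to other reads of the same length, first base and GC content, chosen after seeing the data, there were 11 rises and 21 falls, 4 miRNAs counting in both. In this setting 11 miRNAs changed over 2-fold in both genotypes, 7 in IT93K503-1 alone, and 7 were regulated in 1 genotype alone.

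With an assumed biological coefficient of variation of 0.4, 1 miRNA was drought-associated, with 1 rise and 0 falls. It was 0 for a change over 2-fold in both genotypes, 1 in IT93K503-1 alone, 0 in CB46 alone and 1 for regulation in 1 genotype alone. Genotype-specific miRNAs numbered 2 in place of 13, and the test of the genotype by treatment term, under an assumption added after seeing the data, gave 0 in place of 33. That exact test recovered no more than 6 of 40 simulated 8-fold changes, and the test of the genotype by treatment term 0 of 40 simulated 8-fold differences, so the loss of calls is no evidence against them.

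With TMM factors these log2 ratios changed sign, in CB46 to -0.64 for miR160a, -0.36 for miR160b, -0.15 for miR390a, -0.0511 for vun_cand015 and -0.49 for vun_cand033, and in IT93K503-1 to -0.32 for miR171b and -0.42 for miR393. With DESeq2's size factors they changed sign in CB46 to -0.20 for miR160a and -0.0434 for vun_cand033, and in IT93K503-1 to -0.55 for miR171b, -0.11 for miR2111a, -0.18 for miR2111b and -0.65 for miR393.

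With the reads of the same length they changed sign in IT93K503-1 to -0.31 for miR395b, -0.40 for vun_cand010, -0.43 for miR160a, -0.0666 for miR319b, -0.73 for miR166a, -0.35 for miR171b, -0.87 for miR2111a, -0.94 for miR2111b, -0.45 for miR393 and -0.41 for miR2118. In CB46 they changed to -1.08 for miR160a, -0.80 for miR160b, -0.27 for miR167b, -0.33 for miR319b, -0.59 for miR390a, -0.50 for vun_cand015 and -0.37 for vun_cand020. In IT93K503-1 miR529 no longer passed, with 0.00798. Drought raised the share of 20-nt and 21-nt reads in both libraries, so this scaling lowers the ratios of miRNAs of these lengths by construction.

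Relative to other reads of the same length, first base and GC content, chosen after seeing the data, they changed sign in IT93K503-1 to -0.0790 for miR156a, -0.37 for vun_cand010, -0.53 for miR2111a, -0.75 for miR2111b and -0.13 for miR393. In CB46 they changed to -0.20 for miR156b, -0.27 for miR319a, -0.38 for vun_cand010, -1.06 for miR160a, -0.78 for miR160b, -0.45 for miR167b, -0.37 for miR319b, -0.21 for miR390a, -0.87 for vun_cand015, -0.68 for vun_cand020 and -0.0661 for miR171d.

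With up to 1 mismatch miR396b changed from a fall to 0.11 in IT93K503-1 and 0.30 in CB46, because these reads include UUCCACAGCUUUCUUGAACUU, a rising read on the arm opposite to miR396a. The IT93K503-1 change of miR2118 passed there, with 0.12. Of 87 log2 ratios of the miRNAs of Additional file 4, other changes of call were 10 weaker with TMM, 6 weaker with DESeq2's size factors, 18 weaker and 4 stronger with the reads of the same length, 7 weaker and 2 stronger relative to other reads, 73 weaker with the assumed coefficient of variation, 3 stronger with Benjamini-Hochberg adjustment, 1 stronger with up to 1 mismatch and 2 stronger with ends within 2 nt. None changed with Fisher's exact test.

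The share of variance on PC1 lay between 54.7% and 70.3% over the alternatives set before the data were examined, inside its resampling interval. The number of precursors meeting the 4 hairpin limits applied, 137, was 117 and 109 with the reads of 1 genotype. The mean number of clean reads was 6.85 M, and 6.61 M for reads of 20 to 24 nt. The median change of the 3' over the 5' arm was 0.65 in IT93K503-1 and 0.30 in CB46, and 0.57 and 0.20 with all reads of each side of the hairpin. Where a miRNA of Table 1 had 0 to 3 counts in a library, depth allows a lower bound of the fold only.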

Differences from the paper's values

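Of 27 values of the text, and of 176 TPTM values, 93 log2 ratios and 49 adjusted p-values of Additional files 4 and 5, none differed by more than 1.5 times or, for log2 ratios, by more than the counting error. Of 472 TPTM values of Additional file 1, 1 differed by more than that. It was vun_cand005 in the IT93K503-1 control library, 0 TPTM here and 1.5 in the paper, and the cause was not tested. The adjusted p-values were compared after multiplying the unadjusted ones found here by 768, the median ratio, since the paper's 47 listed values for rises lay between 767.6 and 768.0 times the unadjusted p found here. Of the 2 listed values above 0 for falls, the ratio was 767.9 for the one and 992.4 for the other. A further 27 adjusted p-values are listed as 0 in Additional file 4, 22 of them for falls, where the largest unadjusted p found here was 1.0e-18. They were left out of the comparison.

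The paper lists 44 drought-associated miRNAs, and 46 met its criteria here. The 2 others were vun_cand037 and vun_cand054, with an adjusted p of 0.00153 and 0.00149 in IT93K503-1. Adjusted over 768 comparisons, a number chosen after seeing the values, they had 0.00998 and 0.00973, still under the threshold. None of the settings run here gave exactly the paper's number. The families of the 44 number 28 in the paper and 29 in the copy of Additional file 4 analysed here. For the PCA the paper counts 91 miRNAs with at least 50 combined TPTM, and 84 were found among the 118 mature miRNAs of the copy of Additional file 1, which holds 153 genes against the paper's 157.

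The paper states that miR2911 was induced by drought. Its log2 ratio was 1.66 in CB46 and -0.69 in IT93K503-1. The paper states that 2 members of the miR2111 family were upregulated in the sensitive cultivar and not in the tolerant one. In IT93K503-1 miR2111a had a log2 ratio of 0.57 (Audic-Claverie adjusted p = 7.3e-06). The log2 ratio was -0.11 with DESeq2's size factors and 1.00 with reads whose ends lay within 2 nt. The paper presents all 9 miRNAs of Table 1 as expressed predominantly in 1 genotype regardless of treatment. Under drought vun_cand053 had 4 counts in IT93K503-1 and 1 in CB46, and vun_cand014 had 0 and 3.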

Other observations

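Of the tests in this part, those of GC content with first base, of depth, of the most abundant reads and of random pairs of reads were set before their results were seen, and all others after. The matching of random pairs on length was added after the result without it was seen.

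More drought-associated miRNAs rose than fell, 32 against 14. The trend with GC content and first base did not account for it, since 34 rises were left after its removal. Nor did the 10 most abundant reads, with 33 rises after these were left out of the library sizes. Drawing every library down to the smallest left 31 rises, which decides nothing about depth, since the ratios were already scaled to the clean reads and the libraries were of similar size. The shift of the length classes stays open. Scaled to the reads of the same length, 12 rose and 23 fell. These reads include the miRNAs, so the scaling also removes part of a rise of the miRNAs themselves. In CB46, miR159 made up 95993 of 780393 reads of 21 nt in control and 352513 of 1549858 under drought. The excess of rises may reflect the larger share of 21-nt reads in the drought libraries, or may in part add to that share. Whether that share is itself a response of the plants or came from the preparation of the libraries was not tested, since each condition had 1 library.

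The median log2 ratio of 42 miRNAs of 21 nt was 1.02 in IT93K503-1 and 0.63 in CB46. In 10000 random lists of other 21-nt reads matched on mean expression, the median of the lists was 1.31 and 1.25. The miRNAs lay at percentile 10.05 of these lists in IT93K503-1 and at percentile 0.42 in CB46. Their rise thus did not exceed that of the lists, and in CB46 it was smaller. The lists may hold mismatched copies of the miRNAs, since reads were matched to precursors without mismatches. For miR159 in the IT93K503-1 drought library, 242657 reads were exact and 262734 had up to 1 mismatch. The lists therefore cannot decide whether 21-nt reads in general rose as much. Among 1890 reads of 21 nt on no listed precursor the median log2 ratio was 0.85 in IT93K503-1 and 1.28 in CB46, and among 873 reads of 24 nt -0.55 and -0.44. From under 30% GC to 60% GC and more, the median of these 21-nt reads went from 1.63 to -0.04 in IT93K503-1 and from 1.46 to 0.55 in CB46.

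The 2 arms of a hairpin moved apart by more than 1 on the log2 scale, in the same sense in both genotypes, for 17 of 48 hairpins. Among 22 hairpins with different reads and at least 100 reads on each arm, 9 did. The trend with GC content, length and first base left 7 of these 9. Random pairs of other reads matched on length and abundance gave a median of 6 such pairs of 22, and the 9 hairpins lay at percentile 88.7 of 10000 draws. Matched on abundance alone they lay at percentile 67.2. The arms therefore moved apart no more often than these random pairs could.

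The arms of miR166 and miR396 hairpins were among those that moved apart. For miR396a the change of the listed over the opposite arm was -3.62 in IT93K503-1 and -3.26 in CB46. One arm's read of the miR166 hairpins matched as many as 8 listed precursors, so reads shared between hairpins of a family cannot be told apart from a change within 1 hairpin. The mature miR396a matched 1 listed precursor, as did its opposite read.

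For the miRNAs of Table 1, a nucleotide difference in the mature miRNA would let the other genotype recover reads with mismatches. With up to 2 mismatches the lowest ratio of the mean TPTM of the genotypes was 5.15, for vun_cand053, so up to 2 substitutions in the mature sequence do not account for the whole difference. Part of it went. For vun_cand058 this ratio was 7.89, against at least 228-fold and 334-fold for the exact reads, and under drought vun_cand053 had 10.1 TPTM in IT93K503-1 and 7.72 in CB46. Reads with 2 mismatches to vun_cand058 were present in both genotypes, and whether they come from the same locus was not tested. Larger differences in sequence, loss of the locus and lack of expression stay open. No biological explanation was tested.

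Without the 9 miRNAs of Table 1, left out after seeing the data, PC1 of the other 75 miRNAs held 60.8% of the variance. Its scores were -7.57 and -4.87 for the control libraries of IT93K503-1 and CB46, and 4.72 and 7.71 for their drought libraries.

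Besides 7 miRNAs of Table 1, 6 others met the criteria for genotype-specific expression. They were miR828 and vun_cand010, higher in IT93K503-1, and miR156b, miR167b, miR167a and the miR167 of sequence UGAAGCUGCCAGCAUGAUCUUA, higher in CB46. The last was chosen after its values were seen.

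On the precursor listed for vun_cand003, singled out after its values were seen, 93.8% of the reads lay in the star region. A single 23-nt read, GCCGGUCGGGGGACGGAUUGGGA, held 231081 copies, 48.6% of the reads on that precursor, and the listed mature miRNA 242 copies. That 23-nt read fell under drought from 76680 to 18830 TPTM in IT93K503-1 and from 198243 to 34385 TPTM in CB46.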
